# MEF2C regulates cortical inhibitory and excitatory synapses and behaviors relevant to neurodevelopmental disorders

**DOI:** 10.7554/eLife.20059

**Published:** 2016-10-25

**Authors:** Adam J Harrington, Aram Raissi, Kacey Rajkovich, Stefano Berto, Jaswinder Kumar, Gemma Molinaro, Jonathan Raduazzo, Yuhong Guo, Kris Loerwald, Genevieve Konopka, Kimberly M Huber, Christopher W Cowan

**Keywords:** neurodevelopmental disorder, synapse, transcription factors, neuron, Mouse

## Abstract

Numerous genetic variants associated with *MEF2C* are linked to autism, intellectual disability (ID) and schizophrenia (SCZ) – a heterogeneous collection of neurodevelopmental disorders with unclear pathophysiology. MEF2C is highly expressed in developing cortical excitatory neurons, but its role in their development remains unclear. We show here that conditional embryonic deletion of *Mef2c* in cortical and hippocampal excitatory neurons (Emx1-lineage) produces a dramatic reduction in cortical network activity in vivo, due in part to a dramatic increase in inhibitory and a decrease in excitatory synaptic transmission. In addition, we find that MEF2C regulates E/I synapse density predominantly as a cell-autonomous, transcriptional repressor. Analysis of differential gene expression in *Mef2c* mutant cortex identified a significant overlap with numerous synapse- and autism-linked genes, and the *Mef2c* mutant mice displayed numerous behaviors reminiscent of autism, ID and SCZ, suggesting that perturbing MEF2C function in neocortex can produce autistic- and ID-like behaviors in mice.

**DOI:** http://dx.doi.org/10.7554/eLife.20059.001

## eLife digest

Abnormal development of the brain contributes to intellectual disability, as well as to a number of psychiatric disorders, including schizophrenia and autism. As the brain develops, neurons establish connections with one another called synapses, which are either excitatory or inhibitory. At excitatory synapses, an electrical signal in the first cell increases the likelihood that the second cell will also produce an electrical signal. At inhibitory synapses, electrical activity in the first cell reduces the chances of the second cell producing an electrical signal. An imbalance between excitatory and inhibitory activity is one of the factors thought to give rise to neurodevelopmental disorders.

Many individuals with schizophrenia, autism or intellectual disability possess mutations in, or near, a gene called *MEF2C*. This gene, which is active in both excitatory and inhibitory neurons, encodes a protein that regulates the activity of many other genes during brain development. Harrington, Raissi et al. therefore hypothesized that alterations in *MEF2C* might predispose individuals to neurodevelopmental disorders by disrupting the balance of excitatory and inhibitory synapses in the developing brain.

To test this idea, Harrington, Raissi et al. generated mice that lack the *Mef2c* gene in a large proportion of their neurons throughout development. As predicted, the animals showed an imbalance of excitatory and inhibitory synapses in the brain’s outer layer, the cortex. They also displayed changes in behavior like those seen in autism. These included a loss of interest in social interaction and a reduction in vocalizations, suggesting impaired communication. Other behavioral changes included hyperactivity, repetitive movements and severe learning impairments: all features commonly observed in human neurodevelopmental disorders.

The next challenge is to understand when, where and how MEF2C acts in the cortex to shape the balance of excitatory and inhibitory connections. Once this is known, further studies can test whether disrupting these processes leads directly to behaviors characteristic of autism, schizophrenia and intellectual disability. This may lead to the development of new drugs that can reverse or improve the symptoms of these conditions in affected individuals.

**DOI:** http://dx.doi.org/10.7554/eLife.20059.002

## Introduction

An imbalance of excitatory and inhibitory synaptic transmission in the brain is an emerging theory of the pathophysiology of multiple neurodevelopmental and neuropsychiatric disorders (Garber, 2007; Zoghbi, 2003), including autism and SCZ. However, the genes and molecules that regulate the number of excitatory and inhibitory synapses formed and maintained on neurons remain poorly understood.

The MEF2 transcription factor genes are expressed in both excitatory and inhibitory neurons throughout development and adulthood in overlapping, but unique, expression patterns (Lyons et al., 2012; Shalizi and Bonni, 2005; McKinsey et al., 2002), and they have been shown to regulate excitatory synapse density on multiple neuron types (Flavell et al., 2006; Li et al., 2008; Barbosa et al., 2008; Pulipparacharuvil et al., 2008). For example, MEF2A and MEF2D can regulate activity-dependent elimination of glutamatergic synapses on both hippocampal pyramidal neurons and medium spiny neurons of the striatum in a cell-autonomous manner (Flavell et al., 2006; Pulipparacharuvil et al., 2008). Expression of a constitutively-active form of MEF2C (MEF2C-VP16) promotes excitatory synapse elimination in hippocampal pyramidal neurons in a complex process that requires the RNA-binding protein, Fragile X mental retardation protein (FMRP) (Flavell et al., 2006; Pfeiffer et al., 2010; Tsai et al., 2012; Wilkerson et al., 2014).

Brain-wide deletion of *Mef2c* was reported to cause an increase in dendritic spine density on dentate granule neurons of the hippocampal dentate gyrus (Barbosa et al., 2008), whereas another group reported that *Mef2c* deletion in embryonic neural stem cells (nestin-Cre), caused deficits in cortical neuron migration and excitatory synaptic transmission in a subset of animals (Li et al., 2008). Recent genetic studies have linked human *MEF2C* to a syndromic form of intellectual disability with autistic features, and single-nucleotide polymorphisms (SNPs) near *MEF2C* produce significant risk for SCZ (Paciorkowski et al., 2013; Mikhail et al., 2011; Novara et al., 2010; Le Meur et al., 2010; Cardoso et al., 2009; Engels et al., 2009), which highlight the importance of this gene for normal brain development and function. However, the functional role(s) of MEF2C in early neuronal development, particularly in the neocortex, remains unclear. In the central nervous system, MEF2C is highly expressed very early in brain development (~E11.5), and its expression is enriched in differentiated forebrain neurons within the neocortex and dentate gyrus (Lyons et al., 1995; Leifer et al., 1993, 1997). Here, we sought to evaluate the role of MEF2C in differentiated cortical excitatory neurons, and to determine whether loss of MEF2C function in these neuronal populations might produce behavioral and synaptic phenotypes with potential relevance to its associated neurodevelopmental disorders.

## Results

### Generation of *Mef2c* conditional kno*cko*ut (*Mef2c* cKO) mice

*Mef2c* mRNA is enriched in the developing cortical plate, mature cortex and dentate gyrus (Leifer et al., 1993). Immunostaining of mature brain slices with MEF2C-specific monoclonal antibodies revealed that >99% of the MEF2C-positive cells co-localized with the neuronal marker, NeuN (Figure 1A), indicating that MEF2C expression in the cortex is primarily restricted to neurons. To generate conditional gene disruption of *Mef2c* selectively in differentiated forebrain excitatory neurons, we bred homozygous floxed *Mef2c* mutant mice (Lin et al., 1997) with mice heterozygous for Cre recombinase inserted into the endogenous *Emx1* gene (Iwasato et al., 2008), which expresses Cre in ~90% of differentiated neocortical and hippocampal excitatory neurons and in some forebrain glia starting as early as embryonic day 11.5 (E11.5). The *Mef2c* cKO (*Mef2c^fl/fl^;Emx1^IRES-Cre^/^+^*) mice show selective and dramatic reduction of MEF2C protein levels throughout the cortex and hippocampus, but no reductions were observed in the striatum or thalamus (Figure 1B) – Emx1-negative regions that express low levels of MEF2C.

**Figure 1.**
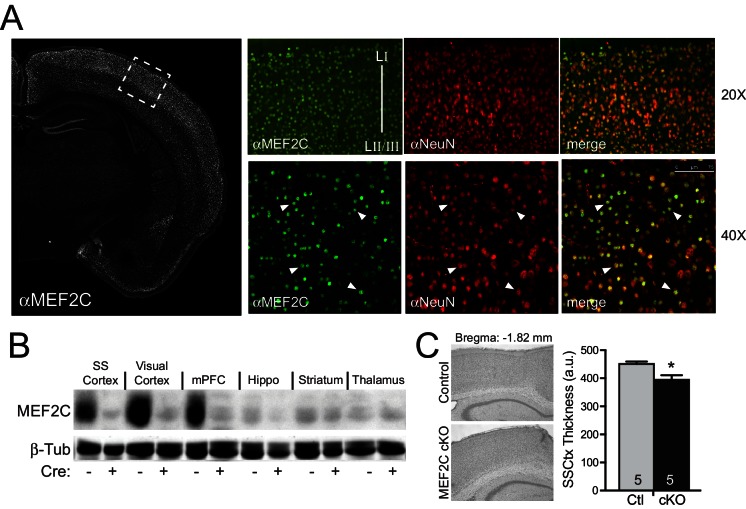
Generation of *Mef2c* cKO mice. (**A**) MEF2C protein (green) is enriched in NeuN-positive cortical neurons (red). (**B**) Western blot of MEF2C in various brain regions. (**C**) Somatosensory cortical thickness was slightly reduced in *Mef2c* cKO brains (~10%) compared to control littermates. Thickness was averaged over 4 slices/brain from 5 brains per genotype. Data are represented as mean ± SEM. Statistical significance was determined by unpaired t-test. *p<0.05, ns=not significant. **DOI:** http://dx.doi.org/10.7554/eLife.20059.003

**Figure 1—figure supplement 1.**
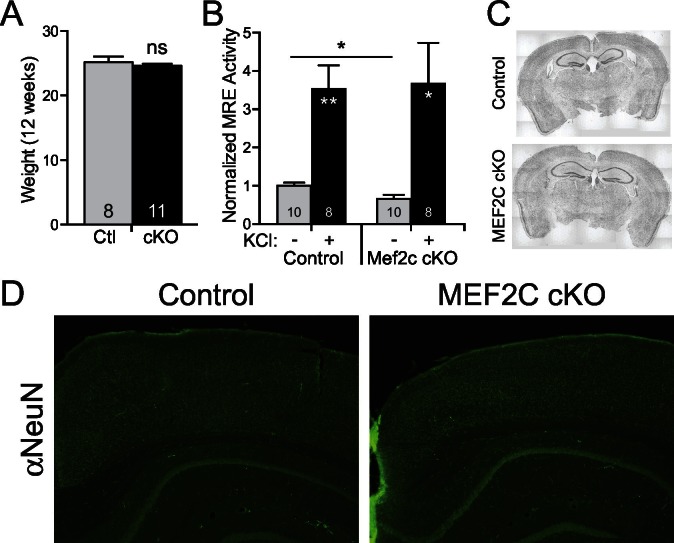
Neuronal characterization of *Mef2c* cKO mice. (**A**) There was no difference in body weight between *Mef2c* cKO mice and control littermates during behavioral testing (12 weeks). (**B**) Basal MEF2 transcriptional activity is reduced by ~40% in *Mef2c* cKO neuronal cultures, and neuronal depolarization with KCl (60 mM) promotes MEF2 activity in both control and *Mef2c* cKO cultures. Cortical cultures from control and *Mef2c* cKO animals were transfected with MEF2-response element (MRE)-Luciferase at DIV5, and activity was monitored at DIV7. (**C**) Nissl staining of adult control and *Mef2c* cKO brains show no gross morphological changes in the brain. (**D**) NeuN staining of adult control and *Mef2c* cKO brains reveal normal neuronal migration and layering. Data are represented as mean ± SEM. Statistical significance was determined by unpaired t-test. *p<0.05, **p<0.005, ns=not significant. **DOI:** http://dx.doi.org/10.7554/eLife.20059.004

The *Mef2c* cKO offspring were viable and healthy, and their body weights, growth trajectories and Mendelian frequency appear indistinguishable from their Cre-negative littermates (Figure 1—figure supplement 1A and data not shown). Using a 3XMRE (MEF2 response element)-luciferase reporter in cultured cortical neurons from control or *Mef2c* cKO offspring, we detected a ~35% decrease in basal MEF2 activity, but no deficit in depolarization-induced, MEF2-dependent transcriptional activity (Figure 1—figure supplement 1B), suggesting that MEF2A and MEF2D are sufficient to mediate normal levels of depolarization-dependent MEF2 activity. In young adult *Mef2c* cKO mice, we observed normal gross brain morphology and cortical layer organization (Figure 1—figure supplement 1C,D), but *Mef2c* cKO mice did exhibit a slight decrease (~10%) in neocortical thickness compared to controls (Figure 1C).

### Increased inhibitory and decreased excitatory synaptic transmission on *Mef2c* cKO cortical neurons

MEF2 transcriptional activity promotes excitatory synapse and dendritic spine elimination in the hippocampus (Flavell et al., 2006; Pfeiffer et al., 2010; Tsai et al., 2012; Zang et al., 2013). Therefore, we sought to test whether loss of *Mef2c* in the cortex alters cortical synaptic transmission in vivo. To achieve this, we measured cortical UP states, which are spontaneous, synchronous oscillations of neocortical networks that are driven by recurrent excitatory and inhibitory synaptic circuitry (Hays et al., 2011; Gibson et al., 2008), to assess overall synaptic function and excitability of the neocortical circuit within the somatosensory cortex (SSC) of the *Mef2c* cKO mice. Surprisingly, we observed large reductions (~90%) in the frequency of spontaneous UP states in acute slices from the SSC of *Mef2c* cKO mice (Figure 2A). In addition, the UP states in the *Mef2c* cKO mice were shorter in duration (~50%) and smaller in amplitude (~50%) (Figure 2A). To further explore this decrease in neocortical circuit activity, we performed patch-clamp recordings of layer 2/3 pyramidal neurons from the SSC acute slices. In the *Mef2c* cKO slices, we detected small decreases in both the frequency and amplitude of miniature excitatory postsynaptic currents (mEPSCs) (Figure 2B), although the decrease in frequency did not quite reach statistical significance (p=0.07). We also observed large increases in both the frequency and amplitude of miniature inhibitory postsynaptic currents (mIPSCs) (Figure 2C). Together, these findings indicate that the embryonic loss of MEF2C in cortical excitatory neurons results in a small decrease in glutamatergic synaptic transmission and a large increase in inhibitory synaptic transmission – the combination of which likely contributes to the dramatic reduction in cortical network activity as detected by spontaneous UP states.

**Figure 2.**
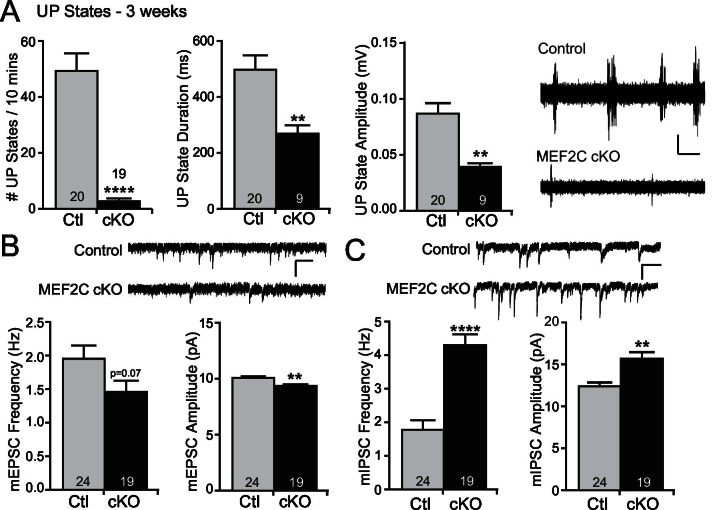
Increased cortical inhibition in *Mef2c* cKO mice. (**A**) UP states in 3-week old *Mef2c* cKO mice. *Mef2c* cKO mice have fewer spontaneous UP states than control mice. Additionally, the duration and amplitude of each spontaneous UP state was significantly reduced in the *Mef2c* cKO mice. Representative recordings from control and *Mef2c* cKO organotypic slices. Scale bar = 50 µV/1 s. (**B**) *Mef2c* cKO mice have reduced mEPSC frequency and amplitude in cortical layer 2/3 pyramidal neurons from 3-week old mice. Scale bar = 200 ms/10 pA. (**C**) *Mef2c* cKO mice have increased mIPSC frequency and amplitude in cortical layer 2/3 pyramidal neurons from 3-week old mice. Scale bar = 200 ms/10 pA. Data are represented as mean ± SEM. Statistical significance was determined by unpaired t-test using GraphPad Prism. *p<0.05, **p<0.01, ****p<0.0001. Numbers of slices/neurons (n) are reported in each bar for respective experiment. **DOI:** http://dx.doi.org/10.7554/eLife.20059.005

### MEF2C regulates both excitatory and inhibitory synapses in a cell-autonomous manner

Since changes in UP states or the frequency of mEPSCs or mIPSCs can result from an alteration in synapse number, we next analyzed the density of excitatory and inhibitory synapses and overall dendritic complexity. While the *Mef2c* cKO cortical pyramidal neurons have a normal dendritic complexity (Figure 3—figure supplement 1A,B), we detected a ~2-fold increase in dendritic GABAergic synapse density on *Mef2c* cKO cortical pyramidal neurons (Figure 3A) as determined by quantifying co-localization of pre- and postsynaptic markers (GAD65 and GABRG2, respectively). We also detected a significant reduction in dendritic spine density on *Mef2c* cKO neurons (Figure 3B and Figure 3—figure supplement 1E), suggesting that MEF2C regulates, directly or indirectly, the densities of both excitatory and inhibitory synapses. The direction of these changes in E/I synapse density argues against the likelihood that the increase in inhibitory synapse density is a compensatory reaction to the reduction in excitatory synapse density, and vice versa, as these changes work in the same direction to reduce overall network synaptic activity.

**Figure 3.**
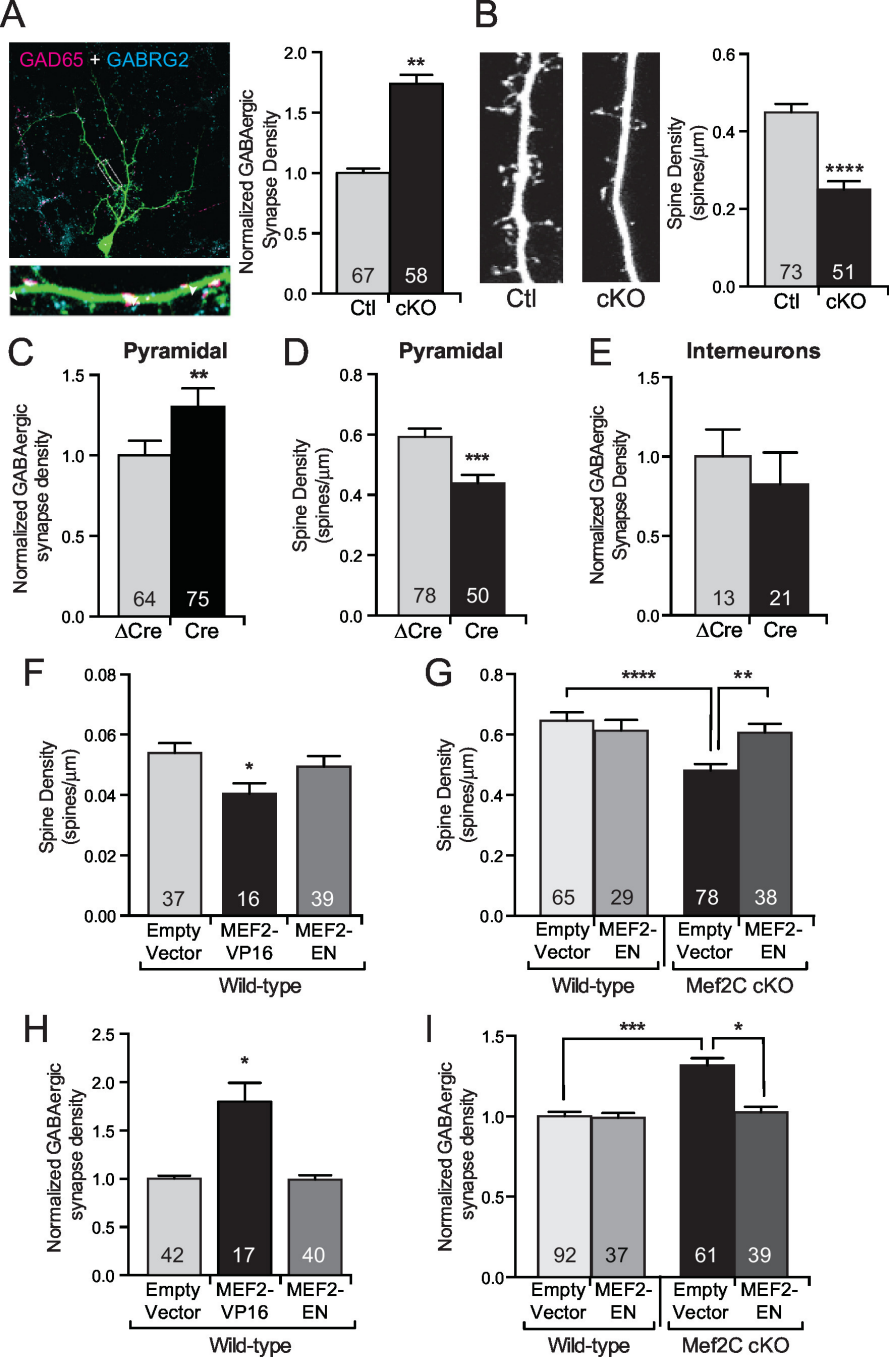
MEF2C functions as a transcriptional repressor to regulate synapse development in postsynaptic cortical pyramidal neurons. (**A**) Representative image of a GFP expressing mouse cortical neuron immunostained with antibodies against GAD65 (pre-synaptic) and GABRG2 (post-synaptic). Quantification of inhibitory synapse density (see Materials and methods) on *Mef2c* cKO neurons showed an increase compared to wildtype control neurons. (**B**) Representative image of spine density across a dendritic stretch. Quantification of spine density on *Mef2c* cKO neurons showed a reduction compared to wildtype control neurons. (**C**) Quantified GABAergic synapse density onto *Mef2c^fl/fl^*cortical pyramidal neurons transfected at DIV4 with either Cre-GFP (Cre) or an enzyme-dead mutant of Cre-GFP (ΔCre). (**D**) Quantified spine density onto *Mef2c^fl/fl^ *cortical pyramidal neurons transfected at DIV4 with either Cre-GFP (Cre) or an enzyme-dead mutant of Cre-GFP (ΔCre). (**E**) Quantified GABAergic synapse density onto *Mef2c^fl/fl^*GAD65 positive interneurons transfected at DIV4 with either Cre-GFP (Cre) or an enzyme-dead mutant of Cre-GFP (ΔCre). (**F**) Quantified spine density onto WT cortical pyramidal neurons transfected at DIV4 with either an empty vector, a constitutive transcriptional promoting form of MEF2C (MEF2-VP16), or a constitutive transcription repressor form of MEF2C (MEF2-EN). (**G**) Quantified spine density onto wildtype or *Mef2c* cKO neurons transfected with either an empty vector or MEF2-EN. (**H**) Quantified GABAergic synapse density onto WT cortical pyramidal neurons transfected at DIV4 with an empty vector, a constitutive transcriptional promoting form of MEF2C (MEF2-VP16), or a constitutive transcription repressor form of MEF2C (MEF2-EN). (**I**) Quantified GABAergic synapse density onto wildtype or *Mef2c* cKO neurons transfected with an empty vector or MEF2-EN. Data are represented as mean ± SEM. Number (n) of neurons (A,C,E,H,I) or of dendritic stretches (B,D,F,G) are reported in each bar. Statistical significance was determined by unpaired t-test (**A–E**), One-way ANOVA (**F**,**H**) or Two-way ANOVA (**G**,**I**) using GraphPad Prism. *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001. Also see Figure 3—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.20059.006

**Figure 3—figure supplement 1.**
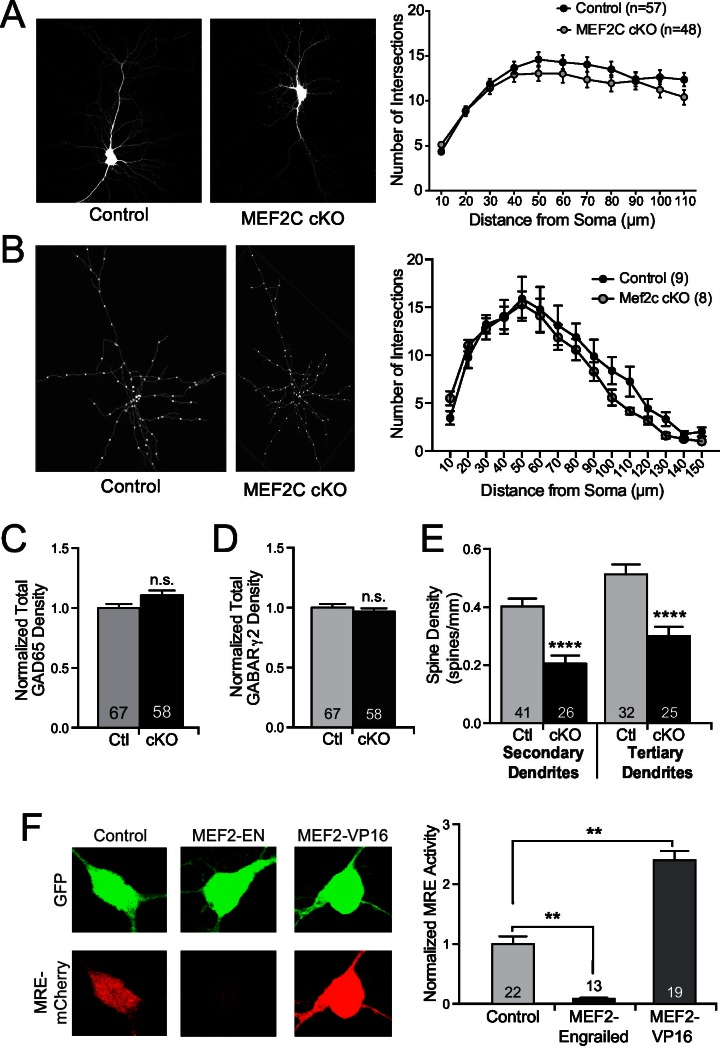
Structural synaptic changes in *Mef2c* cKO neurons. (**A**) Representative images of GFP-transfected primary cortical neurons at DIV18. Sholl analysis of pyramidal neurons at DIV18 reveals no significant changes in dendritic complexity in *Mef2c* cKO neurons in vitro. n=57 neurons for control and n=48 neurons for *Mef2c* cKO. (**B**) Representative traces of in vivo golgi-stained cortical layer 2/3 pyramidal neurons from somatosensory cortex in adult mice. Sholl analysis of pyramidal neurons reveals no significant changes in dendritic complexity by genotype. n=9 neurons from 3 control animals and n=8 neurons from 3 *Mef2c* cKO animals. (**C−D**) Immunocytochemical analysis of inhibitory GAD65-presynaptic (**B**) and GABARγ2-postsynaptic (**C**) puncta in cultured cortical neurons at DIV18. Cortical neurons from *Mef2c* cKO mice show no change in inhibitory presynaptic puncta (GAD65 positive) or postsynaptic puncta (GABARγ2 positive) compared to controls as measured by co-localization of GAD65 (presynaptic) and GFP (neuron mask). (**E**) *Mef2c* cKO neurons have fewer dendritic spines than control neurons. Primary cortical neurons were grown to DIV18, and spines were visualized using myristoylated-GFP. Reduced spine density was observed in both secondary and tertiary dendrites, resulting in an overall reduction in spine density in all dendrites (Figure 3B). Numbers of dendritic stretches (n) are reported in each bar from at least 30 control and 22 *Mef2c* cKO neurons. (**F**) MEF2C-Engrailed and MEF2C-VP16 regulate MEF2 transcriptional activity in cultured cortical neurons. (left) Representative images of 3XMRE-mCherry expression in cortical neurons transfected with either empty vector, MEF2C-EN or MEF2C-VP16. (right) Quantification of average 3XMRE-mCherry intensity normalized to GFP intensity. Data are represented as mean ± SEM. Statistical significance was determined by repeated measures ANOVA (**A**,**B**), unpaired t-test (**C–E**), or one-way ANOVA followed by Kruskal-Wallis post-hoc test (**F**). **p<0.01, ****p<0.0001, ns=not significant. **DOI:** http://dx.doi.org/10.7554/eLife.20059.007

To determine if the MEF2C-dependent synaptic changes are cell autonomous or represent a consequence of indirect network changes, we cultured *Mef2c^fl/fl^* cortical neurons and generated a sparse population of individual *Mef2c* cKO neurons (transfection efficiency <1%) by transient transfection of Cre-recombinase or an enzyme-dead mutant form of Cre (△Cre). In this way, >99% of the presynaptic inputs onto the transfected neurons are wild-type, so noted changes in the synapse density onto Cre-expressing neurons are likely postsynaptic cell-dependent functions for MEF2C. Using this approach, we observe that Cre-expressing cortical pyramidal neurons displayed a significant increase in GABAergic synapse density (Figure 3C) and a significant decrease in dendritic spine density (Figure 3D), similar to the direction and magnitude of E/I synapse changes observed in the global *Mef2c* cKO neurons (Figure 3A,B). Interestingly, we did not observe any significant changes in GABAergic synapse density onto GAD65-positive *Mef2c^fl/fl^* interneurons transfected with Cre (Figure 3E), suggesting the increase in inhibitory synapses is specific to excitatory cortical pyramidal neurons.

Overexpression of a transcription-promoting form of MEF2C (MEF2C-VP16) reduces structural and functional glutamatergic synapse density in hippocampal pyramidal neurons (Flavell et al., 2006; Pfeiffer et al., 2010; Tsai et al., 2012; Zang et al., 2013), similar to the effect of *Mef2c* loss-of-function mutation in cortical neurons. As such, we considered the possibility that MEF2C-VP16 and MEF2C loss-of-function could both produce excitatory synapse reductions if endogenous MEF2C is functioning as a transcriptional repressor on key target genes that regulate synapse density. Consistent with this basic idea, we found that overexpression of MEF2C-VP16, a constitutively-active form of MEF2C (Figure 3—figure supplement 1F), in wild-type cortical pyramidal neurons significantly reduced dendritic spine density (Figure 3F), whereas a dominant-repressor form of MEF2C (MEF2C-EN) (Figure 3—figure supplement 1F) failed to alter dendritic spine density (Figure 3F,G). However, cell-autonomous expression of MEF2C-EN in *Mef2c* cKO neurons rescued the decrease in dendritic spine density (Figure 3G), strongly suggesting that endogenous MEF2C functions as a transcriptional repressor to regulate dendritic spine density. In wild-type cortical pyramidal neurons, MEF2C-VP16 also significantly increased GABAergic synapse density (Figure 3H), whereas MEF2C-EN had no effect on GABAergic synapse density (Figure 3H,I). Similar to the dendritic spine density findings, cell-autonomous expression of MEF2C-EN rescued the increase in GABAergic synapse density observed in the *Mef2c* cKO cortical pyramidal neurons (Figure 3I). These results suggest that endogenous MEF2C functions predominantly as a transcriptional repressor to inhibit target genes that promote excitatory synapse elimination and inhibitory synapse formation and/or stability.

### Differential gene expression in *Mef2c* cKO cortex

Since MEF2C is a nuclear transcription factor, we sought to identify differential gene expression that results from early embryonic deletion of *Mef2c*. 

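RNA was taken from the somatosensory cortex of 3 *Mef2c* cKO mice and 3 control littermates. The cKO mice carry Cre recombinase in the *Emx1* gene, which removes the floxed part of *Mef2c* in the excitatory neurons and some glia of the forebrain, and the controls are Cre-negative littermates with the same floxed *Mef2c*. The sample labels give an age of 14 weeks for replicate 1 of each genotype and of 12 weeks for replicates 2 and 3. The authors aligned the reads to the mm9 mouse genome with TopHat and Bowtie, counted them on genes with HTSeq and converted the counts to RPKM, the reads on a gene scaled by its length and by the number of reads of the sample. One table of RPKM values per mouse was deposited, with 21667 named genes in each, and 92 rows without a gene name were left out here. As fixed before the files were seen, log2(RPKM + 0.1) was compared between genotypes with limma for the 7974 genes with an RPKM above 0.5 in every mouse of at least one genotype. The log2 scale with a pseudocount understates the change of genes with low values.

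The deposited RPKM values of one gene often differed many-fold between mice of one genotype. Over the 7974 tested genes, the SD of the log2 ratio between 2 mice of the same genotype was 2.56 to 2.68. Pearson's r of the log2 values over these genes, which are not independent replicates, was 0.299 to 0.347 between mice of the same genotype and 0.243 to 0.352 between mice of different genotypes. Within each file, 99.77% to 99.88% of the values above 0 were whole multiples of the value that 1 read has over one of a short list of lengths. These lists held 130, 248 and 232 lengths in control replicates 1, 2 and 3 and 130, 65 and 295 lengths in *Mef2c* cKO replicates 1, 2 and 3, and each length was shared by many unrelated genes. For most genes the length divided by therefore differed from mouse to mouse. The whole-number read counts and the number of reads per sample were recovered from these steps. The totals were 34011091, 49393940 and 51542029 reads in control replicates 1, 2 and 3 and 32743798, 19326365 and 54128334 reads in *Mef2c* cKO replicates 1, 2 and 3. A count was recovered for 93.96% to 99.88% of the values above 0 in each sample, and the remaining values fitted either several lengths or none and were treated as missing.

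The recovered counts were divided by the sample total, and by no length, to give CPM (counts scaled to the reads of the sample), and these were fitted in the same way, with the same pseudocount, filter and cut-offs and with at least 2 recovered values in each genotype (14556 genes). This second fit was chosen after seeing the data and is given beside the first. In CPM, Pearson's r over the 12029 tested genes with a count in every mouse was 0.990 to 0.993 within a genotype and 0.977 to 0.979 between genotypes, and the SD of the log2 ratio between 2 mice of the same genotype was 0.26 to 0.33.

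**Figure D1:**
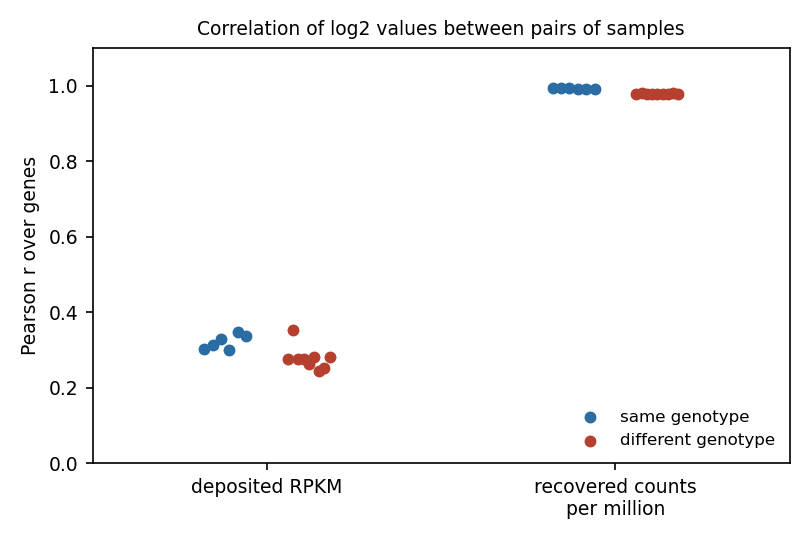
Pearson's r over genes of the log2 values of each pair of mice, on the y axis, for the deposited RPKM and for the recovered CPM. Blue points are the 6 pairs of mice of the same genotype and red points the 9 pairs of different genotypes. With the deposited values the pairs lie between 0.243 and 0.352 and overlap, and with the recovered counts the pairs of the same genotype, from 0.990, all lie above the pairs of different genotypes, up to 0.979.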

To this end, we performed deep sequencing of polyA-enriched mRNAs (RNA-Seq) isolated from the somatosensory cortex of *Mef2c* cKO or control littermates and identified differentially expressed genes (DEGs) (Figure 4A; Supplementary file 1). Using a stringent cut-off (|log2FC| > 0.3, FDR < 0.05), we detected 1076 DEGs in *Mef2c* cKO cortex compared with controls, including 598 genes with a decreased expression level and 478 genes with an increased expression level. 

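By the deposited RPKM values, 14 of the 7974 tested genes passed these cut-offs (limma with Benjamini-Hochberg adjustment), 5 with a decreased and 9 with an increased level in *Mef2c* cKO cortex. The lowest adjusted p-value from limma was 6.2e-04. The median standard error of the log2 fold change over the tested genes was 1.649, so that a change of the size of the cut-off is far within the spread between mice. The number of genes fell to 0 with a pseudocount of 0.5 or 1. With the replicate number as a block, as the sample labels number the mice, it was 5. The pairing that the numbers imply did not show in the values. Deviations of the log2 values from the group means correlated over genes with a mean r of -0.007 between the 3 pairs of mice with the same number and of 0.003 between the 6 pairs with different numbers. Deviations sum to 0 within a genotype, so the second mean largely follows from the first and is no separate comparison.

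From the recovered CPM, 1874 of 14556 tested genes passed the same cut-offs in limma, 1070 with a decreased and 804 with an increased level. Their median absolute log2 fold change was 0.61, and the median standard error over the tested genes was 0.096. Leaving out 1 mouse at a time gave 1482 to 1682 genes. With the replicate number as a block, the number was 1519. The mean r of the deviations was -0.104 for pairs with the same number and 0.052 for pairs with different numbers, the second again following from the first. A cut-off of 1 on the absolute log2 fold change moved the number most, to 462 genes. The 14556 tested genes are a wider set than the 7974 past the RPKM filter on the deposited values. The number from the recovered CPM and the paper's number are therefore not over the same genes.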

Comparing the *Mef2c* cKO DEGs to genes expressed in specific neuronal populations (Cahoy et al., 2008), the DEGs were highly enriched for neuron-expressed genes (Figure 4—figure supplement 1A,B), consistent with the observation that *Mef2c* is not expressed at appreciable levels in non-neuronal cells (Figure 1A). 

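The cell-type gene lists of the cited study are not in the files analysed here, and short lists of marker genes of 8 cell classes, written before the files were seen, took their place. None of the 14 genes past the cut-offs in the deposited RPKM values was on any of these lists. Among the 1874 genes past the cut-offs in the recovered CPM, 4 of the 20 tested genes of the general neuron list were found, against 2.57 by chance (Fisher's exact test, p = 0.251, adjusted p = 0.503 over the 8 classes). None of the 20 microglia genes and none of the 20 endothelial cell genes was among them, while the astrocyte and oligodendrocyte lists held 4 genes each. The ratio of observed to expected neuron-list genes was 1.55 and ranged from 0.90 to 2.42 with 1 mouse left out at a time. With so few genes on a list, a modest enrichment was not detectable. From the overlap of its full gene lists the paper concludes that the differentially expressed genes were enriched for neuron-expressed genes, and it sets this beside the restriction of MEF2C to neurons.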

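*Mef2a* lies on chromosome 7 of mm9 from 74376049 to 74517744 on the minus strand, and *Mef2d* on chromosome 3 from 87946294 to 87976008 on the plus strand. The deposited RPKM of *Mef2a* was 3.6 ± 0.5 (SD, n = 3) in controls and 16.4 ± 13.8 (SD, n = 3) in *Mef2c* cKO mice, a log2 fold change of 0.99 (standard error 1.66, limma adjusted p = 0.924). For *Mef2d* it was 14.7 ± 7.7 (SD, n = 3) and 17.6 ± 26.2 (SD, n = 3), a log2 fold change of -1.09 (standard error 1.67, limma adjusted p = 0.919). Neither difference exceeded the spread between mice. In recovered CPM, *Mef2a* had 88.3 ± 4.0 (SD, n = 3) in controls and 98.6 ± 1.9 (SD, n = 3) in *Mef2c* cKO mice, with a log2 fold change of 0.16 (standard error 0.06, limma adjusted p = 0.098). *Mef2d* had 138.5 ± 2.3 (SD, n = 3) in controls and 177.1 ± 7.0 (SD, n = 3) in *Mef2c* cKO mice, with a log2 fold change of 0.35 (standard error 0.05, limma adjusted p = 0.002), and its adjusted p-value stayed under 0.05 in all 6 fits that each left out 1 mouse. Leaving out control replicate 2 moved *Mef2a* most, to a log2 fold change of 0.12 (limma adjusted p = 0.253), and the replicate block moved the limma adjusted p-value of *Mef2d* most, to 0.015. The paper reads the levels of both genes as not significantly altered.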

Notably, the expression levels of *Mef2a* and *Mef2d*, which are close family members, were not significantly altered in the *Mef2c* cKO mice (Figure 4C).

**Figure 4.**
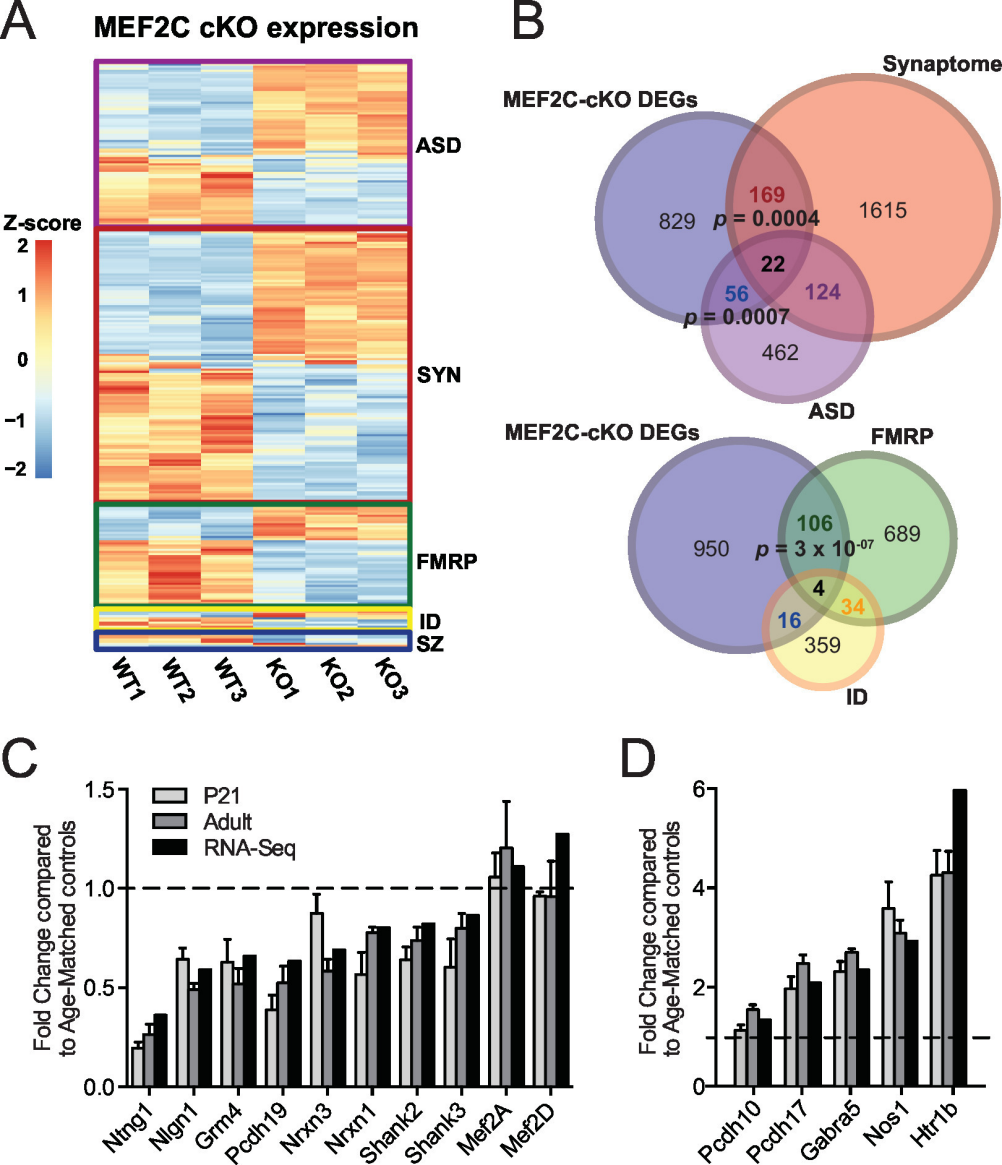
Characterization of *Mef2c* cKO RNA-Seq differentially expressed genes. (**A**) Heatmap showing the disorder-related genes differentially expressed in *Mef2c* cKO (KO) compared with wild-type (WT). In red, genes with higher expression; in blue, genes with lower expression. (**B**) Overlap between *Mef2c* cKO DEGs and gene sets of interest. Marked, the overlap p-values. Number of genes for each gene sets are indicated. (**C**) Relative expression of selective down-regulated ASD-associated genes from *Mef2c* cKO DEGs compared to controls. Both RNA-Seq and qPCR (P21 and Adult) show similar expression changes for most genes. (**D**) Relative expression of selective up-regulated *Mef2c* cKO DEGs compared to controls. Both RNA-Seq and qPCR (P21 and Adult) show similar expression changes. Data are represented as mean ± SEM. See Materials and methods for statistical analysis. n=3 animals/genotype for RNA-Seq; n=6 animals/genotype for adult qPCR; n=6 control and n=4 *Mef2c* cKO for P21 qPCR. Also see Table 1, Supplementary file 1 and Figure 4—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.20059.008

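The 7 decreased genes of Fig. 4C analysed here all had in the deposited RPKM values a negative log2 fold change, from -3.41 (*Ntng1*) to -0.37 (*Shank2*), and none had a limma adjusted p-value under 0.05. *Ntng1*, on chromosome 3 of mm9 from 109582958 to 109938426, had an RPKM of 19.4 ± 21.8 (SD, n = 3) in controls and 0.9 ± 0.3 (SD, n = 3) in *Mef2c* cKO mice. *Nlgn1*, on chromosome 3 from 25330733 to 26032656, had 27.6 ± 25.2 (SD, n = 3) and 3.1 ± 2.4 (SD, n = 3). In both genes every *Mef2c* cKO mouse was below every control (exact permutation test, p = 0.100, the smallest that 3 against 3 allow), but the controls themselves differed several-fold.

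From the recovered CPM, *Ntng1* had 29.7 ± 0.4 (SD, n = 2, the count of control replicate 2 being missing) in controls and 11.1 ± 0.7 (SD, n = 3) in *Mef2c* cKO mice, a log2 fold change of -1.42 (standard error 0.10, limma adjusted p = 7.6e-05). *Nlgn1* fell from 148.8 ± 13.6 (SD, n = 3) to 88.3 ± 5.6 (SD, n = 3), a log2 fold change of -0.75 (standard error 0.08, limma adjusted p = 3.4e-04). *Nrxn3* had a log2 fold change of -0.53 (standard error 0.08, limma adjusted p = 0.002). *Grm4* and *Pcdh19*, each without a count in *Mef2c* cKO replicate 1, changed by -0.57 (standard error 0.07) and -0.77 (standard error 0.11) on the log2 scale. *Shank2* had a log2 fold change of -0.28 (standard error 0.07, limma adjusted p = 0.032) and *Shank3* one of -0.21 (standard error 0.06, limma adjusted p = 0.052), both smaller than the cut-off of 0.3. In all 7 genes every *Mef2c* cKO mouse with a count was below every control. The call of *Shank2* depended on the processing. Its limma adjusted p-value was 0.102 without *Mef2c* cKO replicate 2 and under 0.05 in only 1 of the 6 fits that left out 1 mouse. In that fit, without *Mef2c* cKO replicate 1, it passed both cut-offs (log2 fold change -0.35, limma adjusted p = 0.010).

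**Figure D2:**
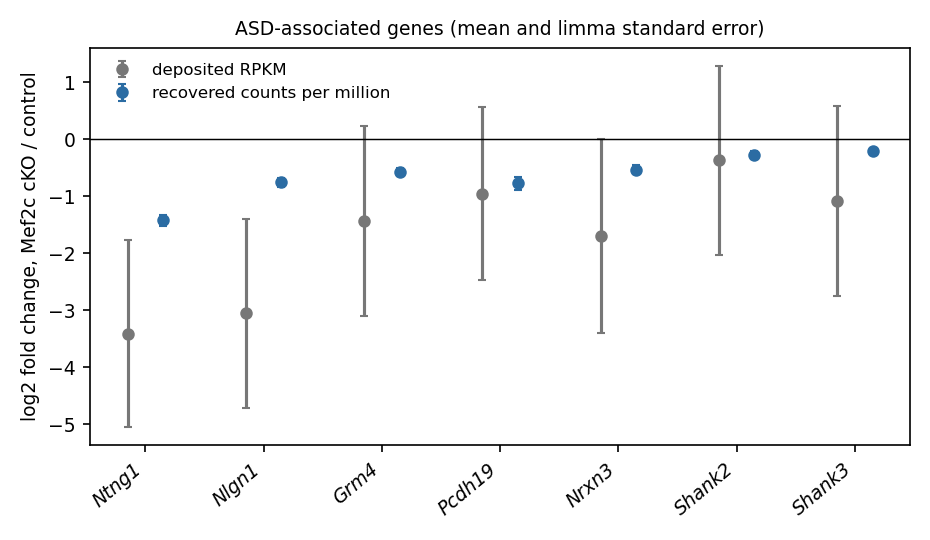
Log2 fold change between *Mef2c* cKO and control mice, on the y axis, of 7 ASD-associated genes, on the x axis, in the deposited RPKM (grey) and the recovered CPM (blue). Points are limma estimates and bars are standard errors, which lie between 1.52 and 1.70 for the deposited values and between 0.06 and 0.11 for the recovered counts.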

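Of the 5 genes of Fig. 4D, only *Htr1b* passed the cut-offs in the deposited RPKM values. *Htr1b*, which has 1 exon on chromosome 9 of mm9 from 81524950 to 81526222, had an RPKM of 0.08 ± 0.08 (SD, n = 3) in controls and 4.00 ± 2.99 (SD, n = 3) in *Mef2c* cKO mice, a log2 fold change of 4.37 (standard error 0.99, limma adjusted p = 0.014). With a pseudocount of 1, its log2 fold change fell to 2.05 and its adjusted p-value rose to 0.551. The log2 fold changes of *Pcdh10* (0.54), *Pcdh17* (-0.69), *Gabra5* (-0.33) and *Nos1* (0.64) were all smaller than their standard errors, which lay between 1.14 and 1.67.

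In recovered CPM, all 5 genes passed the cut-offs, and in each gene all *Mef2c* cKO mice lay above all controls (exact permutation test, p = 0.100, the smallest that 3 mice against 3 allow). *Htr1b* rose from 2.3 ± 0.4 (SD, n = 3) to 14.1 ± 2.2 (SD, n = 3), a log2 fold change of 2.54 (standard error 0.17, limma adjusted p = 3.2e-05). *Pcdh17*, on chromosome 14 from 84843370 to 84936867, rose from 66.9 ± 5.6 (SD, n = 3) to 139.6 ± 22.4 (SD, n = 3), a log2 fold change of 1.05 (standard error 0.12, limma adjusted p = 4.3e-04). The log2 fold changes of *Pcdh10*, *Gabra5* and *Nos1* were 0.41, 1.24 and 1.5. The pseudocount mattered most for *Htr1b*, the gene with the lowest counts, whose log2 fold change was 2.17 with a pseudocount of 1. The qPCR values shown beside the RNA-Seq are not in the files analysed here.

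**Figure D3:**
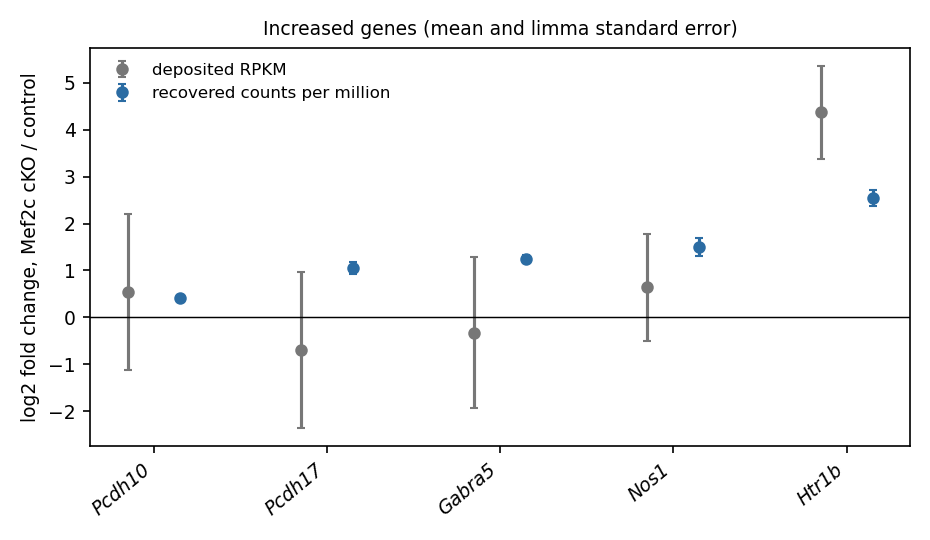
Log2 fold change between *Mef2c* cKO and control mice, on the y axis, of the 5 genes of Fig. 4D, on the x axis, in the deposited RPKM (grey) and the recovered CPM (blue), with limma standard errors as bars. The recovered counts place all 5 genes above 0, from 0.41 for *Pcdh10* to 2.54 for *Htr1b*, and the deposited values place *Pcdh17* and *Gabra5* below 0.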

**Figure 4—figure supplement 1.**
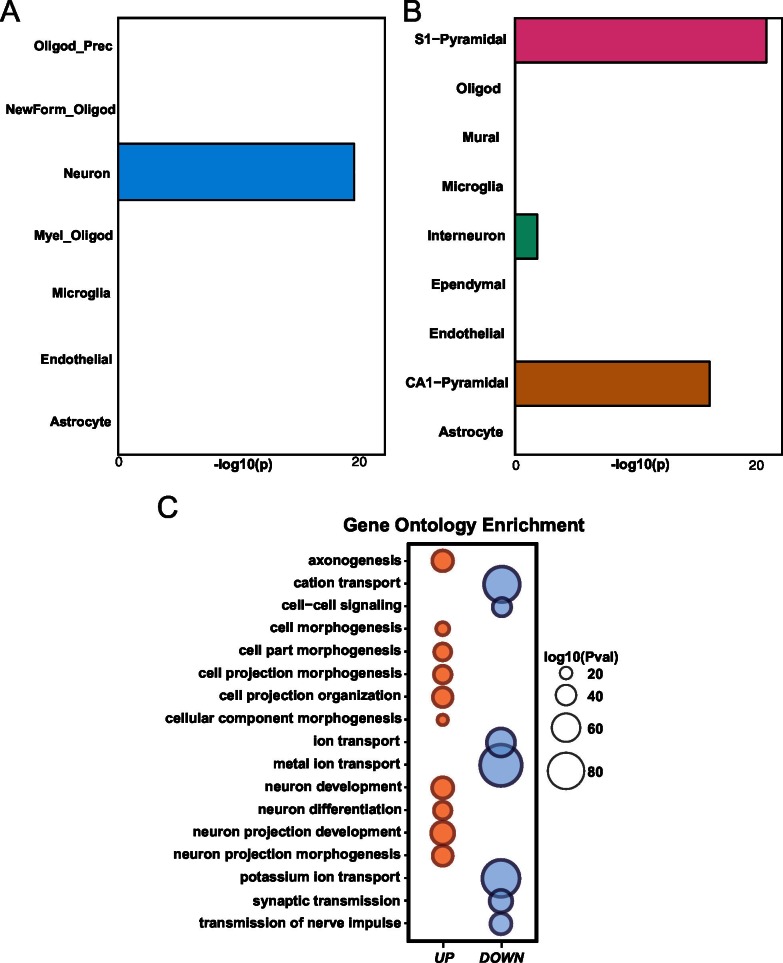
Differential gene expression in *Mef2c* cKO cortical tissue. (**A**) *Mef2c* cKO DEGs were significantly enriched for neuron-specific genes. (**B**) *Mef2c* cKO DEGs were significantly enriched for S1-Pyramidal and CA1-Pyramidal neurons. 

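On the list of 20 pyramidal neuron markers written before the files were seen, 12 genes were past the cut-offs in the recovered CPM, 7 of them decreased, against 2.57 by chance (Fisher's exact test, p = 9.3e-07, adjusted p = 7.4e-06 over 8 cell classes). The interneuron list had 3 of 20 genes past the cut-offs (adjusted p = 0.647). The mean log2 value of the 19 pyramidal neuron markers with a count in every mouse was 6.55 ± 0.07 (SD, n = 3) in controls and 6.34 ± 0.05 (SD, n = 3) in *Mef2c* cKO mice. All *Mef2c* cKO mice lay below all controls (exact permutation test, p = 0.100, the smallest p that 3 mice against 3 allow). None of the 18 markers of this list tested in the deposited RPKM values passed the cut-offs. Their mean log2 value was 3.31 ± 0.45 (SD, n = 3) in controls and 2.50 ± 0.12 (SD, n = 3) in *Mef2c* cKO mice. The ratio of observed to expected pyramidal neuron markers in the recovered counts was 4.66, and testing genes without a filter moved it furthest, to 5.98. The paper reports that its differentially expressed genes were enriched for those of S1 and CA1 pyramidal neurons.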

Gene ontology enrichment for *Mef2c* cKO DEGs. In red, the up-regulated genes; in blue, the down-regulated genes. Circle size is correlated with the adjusted p-value. Gene ontology categories are alphabetically listed on the y-axis. Differentially expressed genes showed enrichment for categories involved in neuronal development and synaptic transmission. **DOI:** http://dx.doi.org/10.7554/eLife.20059.009

Gene ontology enrichment analysis revealed multiple distinct categories for up-regulated and down-regulated genes (Figure 4—figure supplement 1C; Table 1). 

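Gene ontology annotation is not in the files analysed here, and 21 gene families defined by gene symbol before the files were seen were tested in its place, each for decreased and for increased genes. None of the 42 tests had an adjusted p-value under 0.05 in the deposited RPKM values, which had 9 increased genes. Among the 804 genes increased in the recovered CPM, 5 families were over-represented (Fisher's exact test with Benjamini-Hochberg adjustment over 42 tests). Of the 20 tested ephrins and Eph receptors, which guide axons, 8 were increased against 1.1 expected (adjusted p = 1.2e-04). Of 31 semaphorins and plexins 7 were increased (adjusted p = 0.013), of 11 serotonin receptors 4 (adjusted p = 0.013), of 13 protocadherins 4 (adjusted p = 0.023) and of 41 collagens 8 (adjusted p = 0.013). The number of families over-represented in either direction was 10, and it fell to 5 when the variance trend of limma was left out. From the ontology terms of the increased genes the paper proposes that MEF2C might act as a repressor of some of them.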

For instance, genes with an increased expression level in the young adult *Mef2c* cKO cortex were significantly enriched for cellular processes such as neuron differentiation and development, suggesting that MEF2C might function as a repressor for some of these DEGs. Analysis of down-regulated genes in *Mef2c* cKO mice revealed a significant enrichment for cellular processes including synaptic transmission and ion transport (p<0.01, BH correction; Figure 4—figure supplement 1C), suggesting an important role for MEF2C in regulating synapse function and neuronal excitability.

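Among the 1070 genes decreased in the recovered CPM, 5 of the 21 families defined by gene symbol were over-represented (Fisher's exact test with Benjamini-Hochberg adjustment over 42 tests). Of the 78 tested potassium channel genes, 22 were decreased against 5.7 expected (adjusted p = 1.0e-06). The synaptic adhesion molecules had 7 decreased genes of 20 (adjusted p = 0.005). The vesicle release machinery had 11 of 56 (adjusted p = 0.013), the calcium channels 6 of 23 (adjusted p = 0.025) and the ionotropic glutamate receptors 5 of 18 (adjusted p = 0.034). Sodium channels (3 of 10 decreased, adjusted p = 0.113) and GABA-A receptors (3 of 13, adjusted p = 0.195) did not reach 0.05. Counting both directions, the 10 over-represented families became 6 to 9 with 1 mouse left out at a time and 5 without the variance trend, the largest move. The 5 decreased genes of the deposited RPKM values gave no family an adjusted p-value under 0.05. From the enrichment of synaptic transmission and ion transport among the decreased genes, the paper proposes a role of MEF2C in synapse function and excitability.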

**Table 1.** Gene-ontology of *Mef2c* cKO DEGs. **DOI:** http://dx.doi.org/10.7554/eLife.20059.010

Category	Term	Count	Benjamini	log
UP	neuron projection development	22	2.49E-05	46.03800653
UP	neuron development	24	7.33E-05	41.34896025
UP	axonogenesis	18	9.25E-05	40.33858267
UP	neuron projection morphogenesis	18	0.00014	38.53871964
UP	cell projection organization	24	0.000175	37.56961951
UP	cell morphogenesis involved in neuron differentiation	18	0.000181	37.42321425
UP	cell projection morphogenesis	18	0.00055	32.59637311
UP	neuron differentiation	26	0.000569	32.44887734
UP	cell morphogenesis involved in differentiation	18	0.000822	30.85128182
UP	cell part morphogenesis	18	0.000822	30.85128182
UP	cell morphogenesis	20	0.008075242	20.92844454
UP	cellular component morphogenesis	20	0.03538264	14.51209766
DOWN	potassium ion transport	28	7.00E-09	−8.15E+01
DOWN	metal ion transport	44	5.62E-10	−92.50263684
DOWN	cation transport	45	1.63E-08	7.79E+01
DOWN	ion transport	50	1.25E-06	−59.03089987
DOWN	synaptic transmission	21	3.13E-05	−45.04455662
DOWN	transmission of nerve impulse	23	7.95E-05	–40.99632871
DOWN	cell-cell signaling	25	0.00035	−34.55931956

To further characterize the *Mef2c* cKO DEGs, we compared our gene list with the recently updated risk genes from the Simons Foundation Autism Research Initiative (SFARI database, 667 genes) (Basu et al., 2009), mRNAs associated with FMRP (Darnell et al., 2011), ID-associated genes from multiple sources (Inlow and Restifo, 2004; Lubs et al., 2012; Ropers, 2008; van Bokhoven, 2011), and synaptic-associated genes (Synaptome DB) (Pirooznia et al., 2012). In the *Mef2c* cKO DEGs, we identified a significant overrepresentation of ASD-risk genes (p=0.0007, hypergeometric test, perm=0.001) and synapse-linked genes (p=0.0004, hypergeometric test, perm=0.001), (Figure 4B), including the autism-linked genes *Ntng1, Nlgn1, Nrxn1, Nrxn3, Pcdh19, Shank2, Shank3, Pten* and *Htr1b.* We also detected a significant enrichment for FMRP-associated RNAs (p=3x10^−07^, hypergeometric test, perm=0.001), which is interesting since FMRP is required for MEF2C-VP16-induced excitatory synapse elimination (Pfeiffer et al., 2010). 

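The gene sets are marked gene by gene in Table S1, of which 5084 genes, in alphabetical order up to *Pmepa1*, could be read, and overlaps were computed over that part alone, with the tested genes as background. The deposited RPKM values placed 8 of 4910 background genes past the cut-offs. Of these, 1 was marked as an ASD gene, against 0.5 expected (exact hypergeometric test, p = 0.383), and none as a synapse gene, an FMRP target or an ID gene.

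From the recovered CPM, 704 of 4872 background genes were past the cut-offs, and 61 of them were marked as ASD genes against 41.5 expected, 1.47 times as many (exact hypergeometric test, p = 8.3e-04, adjusted p = 0.003 over the 4 sets). Synapse genes were found at 0.86 times the expected number of 138.4 (exact test, p = 0.981). For FMRP targets the overlap was 72 genes against 65.5 expected, a ratio of 1.10 (exact test, p = 0.197), and for ID genes 14 against 25.4, a ratio of 0.55 (exact test, p = 0.997). FMRP targets were over-represented among the decreased genes alone, with 49 against 35.3 expected (exact test, p = 0.010), and not among the increased genes, with 23 against 30.1 (exact test, p = 0.939). The brain-expressed background that the authors used is not in the files analysed here, and the ratio depends on the background. The ratio for ASD genes ranged from 1.26 to 1.62 with 1 mouse left out at a time, and without control replicate 2, where it was lowest, its p-value was no longer under 0.05 (exact hypergeometric test, p = 0.059).

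Of the genes listed as autism-linked, *Ntng1*, *Nlgn1*, *Nrxn3*, *Pcdh19* and *Htr1b* passed the cut-offs in the recovered CPM. From these overlaps the paper concludes that ASD-risk genes, synapse-linked genes and FMRP-associated RNAs are over-represented among the changed genes.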

Using quantitative PCR (qPCR), we validated dysregulation of several *Mef2c* cKO DEGs in both postnatal day 21 (P21) and adult SSC tissue (Figure 4C,D). Interestingly, there were several dysregulated genes that are reported to regulate inhibitory GABAergic transmission (*Gabra5* and *Nos1*), and we observed a significant increase in *Pcdh10* mRNA, a factor we previously implicated in MEF2/FMRP-dependent glutamatergic synapse elimination (Tsai et al., 2012). 

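*Gabra5*, which encodes a subunit of the GABA-A receptor, lies on chromosome 7 of mm9 from 64663060 to 64765379. It had 39.2 ± 3.4 recovered CPM (SD, n = 3) in controls and 92.5 ± 6.0 (SD, n = 3) in *Mef2c* cKO mice, a log2 fold change of 1.24 (standard error 0.08, limma adjusted p = 3.0e-05). *Nos1*, which encodes neuronal nitric oxide synthase, lies on chromosome 5 from 118231041 to 118408849 and had 12.5 ± 0.6 (SD, n = 3) and 36.5 ± 10.8 (SD, n = 3), a log2 fold change of 1.5 (standard error 0.19, limma adjusted p = 0.001). *Pcdh10*, on chromosome 3 from 45182320 to 45238488, had 245.9 ± 10.3 (SD, n = 3) and 326.8 ± 17.0 (SD, n = 3), a log2 fold change of 0.41 (standard error 0.06, limma adjusted p = 0.002). All 3 genes stayed under an adjusted p-value of 0.05 in each of the 6 fits that left out 1 mouse. *Nos1* varied most in those fits, with a log2 fold change from 1.31 to 1.76. As deposited RPKM, the same genes had 3.73 ± 3.43, 0.69 ± 0.04 and 11.6 ± 6.1 (SD, n = 3) in controls and 5.01 ± 5.25, 2.76 ± 3.80 and 19.3 ± 13.8 (SD, n = 3) in *Mef2c* cKO mice, with limma adjusted p-values of 0.976, 0.933 and 0.960. The paper connects *Gabra5* and *Nos1* with GABAergic transmission and *Pcdh10* with the elimination of glutamatergic synapses.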

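By the rule fixed before the files were seen, the largest changes among the 14 genes past the cut-offs in the deposited RPKM values were the decreases of *Rspo1*, *Tbc1d8b*, *Gfpt2*, *A330050F15Rik* and *Slc22a30* and the increases of *Htr1b*, *Tap2*, *Gstcd*, *Aamdc* and *Plp2*. *Rspo1*, on chromosome 4 of mm9 from 124663674 to 124686343, had an RPKM of 2.32 ± 2.24 (SD, n = 3) in controls and 0.02 ± 0.02 (SD, n = 3) in *Mef2c* cKO mice (log2 fold change -3.91, limma adjusted p = 6.2e-04), and 21.9 ± 4.0 against 0.6 ± 0.2 recovered CPM (log2 fold change -5.04, limma adjusted p = 6.2e-06). *Tbc1d8b* fell by 3.51 on the log2 scale in the deposited values, while its recovered CPM were 6.47 ± 0.77 (SD, n = 3) in controls and 7.06 ± 0.67 (SD, n = 3) in *Mef2c* cKO mice (log2 fold change 0.13, limma adjusted p = 0.584). *Slc22a30*, with a log2 fold change of -2.67 in the deposited values, had 7.28 ± 1.19 and 7.28 ± 1.12 recovered CPM.

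The same rule applied to the recovered counts, a step added after seeing the data, named the decreases of *Krt12*, *Rspo1*, *Adam33*, *Igfn1* and *Dkkl1* and the increases of *Spink8*, *Drd5*, *Arhgap36*, *Mc4r* and *Tdo2*. *Adam33*, on chromosome 2 from 130876327 to 130889550, went from 19.4 ± 1.5 to 0.7 ± 0.2 CPM (SD, n = 3), a log2 fold change of -4.71 (limma adjusted p = 3.9e-06). *Drd5*, a dopamine receptor gene on chromosome 5 from 38710748 to 38713549, went from 1.2 ± 0.3 to 16.0 ± 1.8 (SD, n = 3), a log2 fold change of 3.59 (limma adjusted p = 5.8e-06). *Arhgap36* had a count in only 2 mice of each genotype. Of these 10 genes *Krt12* moved most with the processing, from a log2 fold change of -5.28 to one of -3.41 with a pseudocount of 1. From the changed genes and their overlaps the paper proposes that MEF2C influences, directly or indirectly, a large program of neuronal and synaptic gene expression.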

Overall, our RNAseq data analysis suggests that MEF2C, either directly or indirectly, influences a large, complex gene expression program that influences neuronal and synapse development, and numerous syndromic and idiopathic autism-linked genes.

### *Mef2c* cKO mice display behavioral phenotypes relevant to neurodevelopmental disorders

Since we observed significant dysregulation of many ASD-related genes in *Mef2c* cKO mice, and since *MEF2C* is linked to human neurodevelopment disorders with autistic features and cognitive deficits, we examined whether loss of MEF2C function in forebrain excitatory neurons might produce autism- and ID-like behavioral phenotypes. In humans, impairments in communication and social interactions are common symptom domains of autism and SCZ. *Mef2c* cKO mice displayed dramatic abnormalities in a putative form of oral social communication in mice – ultrasonic vocalizations (USVs) produced by a young adult male mouse when placed in the presence of a female in estrous or upon young pup separation from its mother (Figure 5) (Ey et al., 2013; Hanson and Hurley, 2012). In the presence of a sexually-receptive female, *Mef2c* cKO males generated far fewer USV calls (~70% reduction, Figure 5B), and showed a significant increase in the latency to the first call (~3-fold, Figure 5—figure supplement 1C). Wild-type littermate mice produced a range of distinct simple and complex stereotyped USV call subtypes (Figure 5—figure supplement 1A) (Ey et al., 2013). In contrast, *Mef2c* cKO mice produced a ~5-fold increase in unstructured USVs, and a corresponding decrease in complex, but not simple, USVs (Figure 5C and Figure 5—figure supplement 1B). While many basic USV parameters were unchanged by genotype (Figure 5—figure supplement 1D–F), we detected significant reductions in the maximum USV frequency and the mean frequency at the end of calls (Figure 5—figure supplement 1G–H). Similar to the adults, *Mef2c* cKO mice at postnatal days 4–10 produced significantly fewer USVs upon separation from the mother (distress calls) (Figure 5D), but at this age, the USV structures, subtypes and basic call parameters were indistinguishable from WT littermates (Figure 5—figure supplement 1I–J). Together these data indicate that *Mef2c* cKO mice produce significantly fewer USVs in a species-specific form of putative oral communication.

**Figure 5.**
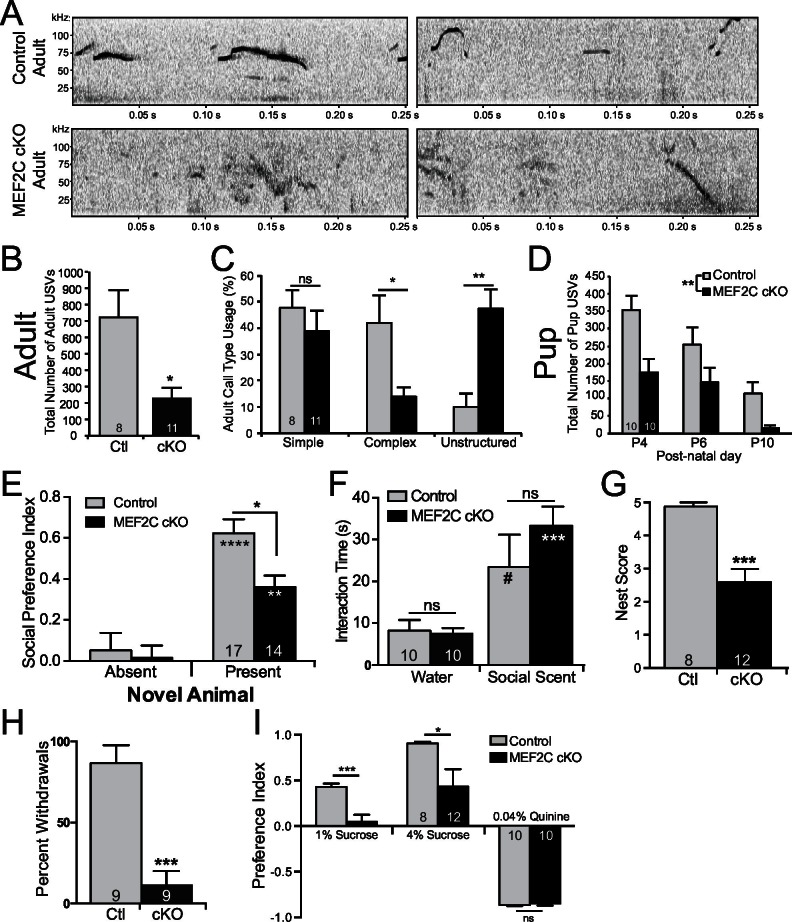
Social behavior abnormalities in *Mef2c* cKO mice. (**A**) Representative spectrograms of ultrasonic vocalizations (USVs) recorded from adult male mice in the presence of an estrous female mouse. (**B**) Adult *Mef2c* cKO male mice emit fewer USVs to an estrous female than control littermates. (**C**) Adult *Mef2c* cKO male mice show different call types than control littermates. *Mef2c* cKO mice have more unstructured USVs (%) and fewer complex USVs than control mice. Representative images of call types and further breakdown of USV sub-type are presented in Figure 5—figure supplement 1A,B. (**D**) Juvenile *Mef2c* cKO mice (pups) emit fewer USVs during maternal separation than control littermates. USVs were recorded on postnatal days (P) 4, 6, and 10. (**E**) *Mef2c* cKO mice show reduced preference for interacting with a novel social target. (**F**) *Mef2c* cKO mice show normal olfactory response to novel social scent. (**G**) *Mef2c* cKO mice fail to build structured nest when utilizing a nest score system (Deacon, 2006). (**H**) *Mef2c* cKO mice induce control littermates to withdrawal in the tube test for social dominance in >90% of trials. (**I**) *Mef2c* cKO mice show reduced preference for a natural reward, sucrose. Both genotypes showed aversion to the bitter solution, 0.04% quinine. Data are represented as mean ± SEM. Statistical significance was determined by unpaired t-test (**B**,**G**,**H–I**) or 2-way ANOVA with Sidak’s post-hoc comparison (**C–F**). #p<0.1, *p<0.05, **p<0.005, ***p<0.0005, ns=not significant. Numbers of animals (n) are reported in each bar for respective experiment. Also see Figure 5—figure supplement 1. **DOI:** http://dx.doi.org/10.7554/eLife.20059.011

**Figure 5—figure supplement 1.**
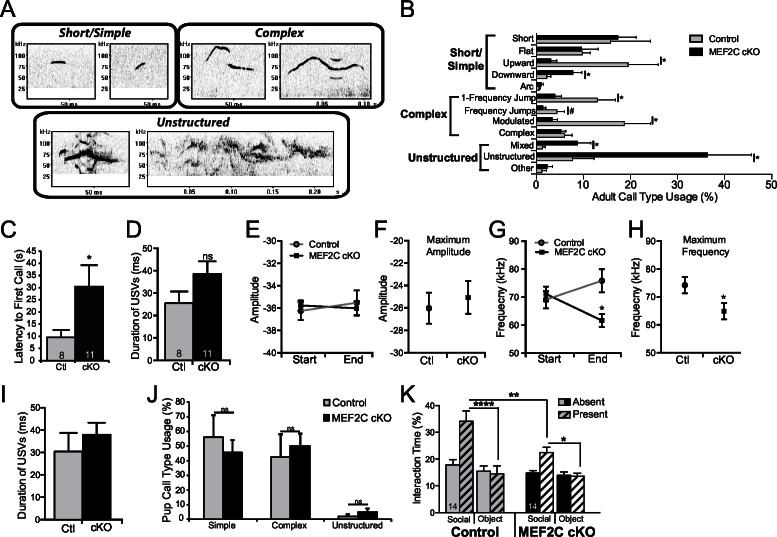
Characterization of *Mef2c* cKO mouse USVs. (**A**) Representative images of the different classes of call types, modified from previous studies (Shalizi and Bonni, 2005). Example of different USV types: Short/Simple (flat and upward), Complex (1-Frequency jump and complex), and Unstructured (mixed and unstructured), respectively. (**B**) Breakdown of the call usage frequency of each sub-type of USVs emitted by adult *Mef2c* cKO male mice to an estrous female mouse. (**C**) Adult *Mef2c* cKO male mice take longer to emit the first USV to an estrous female. (**D**) No significant difference in the average duration of each adult USV was observed between control and *Mef2c* cKO mice. (**E**) No change in USV amplitude was recorded at either the start or end of each call. (**F**) The average maximum amplitude of USVs was not different between control and *Mef2c* cKO mice. (**G**) Mean frequency of adult USVs at the start and end of each call. While both genotypes show the same average start frequency for each USV, control mouse USVs ended at a higher frequency than the call started while *Mef2c* cKO mice show reduced frequency at the end of the call. (**H**) The average maximum frequency for USVs was reduced in *Mef2c* cKO mice compared to control mice. (**I**) No significant differences in the duration of USVs from pups during maternal separation were recorded. (**J**) No difference in the call types (simple, complex, unstructured) was observed between control and *Mef2c* cKO juvenile mice. (**K**) *Mef2c* cKO mice show reduced time interacting with a social target in a 2-choice interaction assay. Time spent interacting with a social target (novel mouse) and novel object (black paper binder) are reported. Solid bars represent empty holding cages (targets absent). Striped bars represent targets present (mouse and object). Data are represented as mean ± SEM. Statistical significance was determined by unpaired t-test (**B–D**,**F**,**H**) or 2-way ANOVA (**E**,**G**,**J–K**). #p<0.10, *p<0.05, **p<0.005, ****p<0.0001. ns = not significant. Numbers of animals (n) are reported in each bar for adult and juvenile mouse USV and social interaction experiments. **DOI:** http://dx.doi.org/10.7554/eLife.20059.012

In a social interaction test, the wild-type littermates spent significantly more time interacting with an unfamiliar mouse than an empty chamber (Figure 5E). The *Mef2c* cKO mice also spend more time interacting with the social animal vs. the empty chamber, but the *Mef2c* cKO mice spent significantly less time interacting with the social animal than the control mice (Figure 5E). In another cohort of mice, we observed a significant reduction in social interaction even in the presence of a competing novel inanimate object (Figure 5—figure supplement 1K). The reduction in social interaction did not appear to be due to deficits in olfactory recognition of social animals or basic novelty detection, since *Mef2c* cKO mice showed a strong preference to interact with a social-related smell from an unfamiliar mouse (Figure 5F). In addition to social interaction deficits, *Mef2c* cKO mice showed significant reductions in another social-related behavior, nest building (Figure 5G) (Etherton et al., 2009; Kwon et al., 2006; Deacon, 2006), and they displayed abnormal social behavior in the tube test for social dominance (Figure 5H).

Deficits in brain reward function have been proposed to contribute to some autistic behaviors, including social interaction (Insel, 2003; Dichter et al., 2012), and a lack of motivation is a common negative symptom of SCZ. Interestingly, *Mef2c* cKO mice show significant reductions in a hedonic-related behavior in the sucrose preference test (Figure 5I), an assay that measures an animal’s preference for a sweet solution vs. water. The reduction in sucrose preference is not likely due to basic gustatory deficits since *Mef2c* cKO mice showed normal avoidance of a bitter-tasting solution (quinine) (Figure 5I, right). Taken together, *Mef2c* cKO mice demonstrate multiple abnormalities in mouse social behaviors and a strong deficit in an appetitive reward-related behavior.

Autism is characterized by restricted or repetitive patterns of behavior, interests or activities (American Psychiatric Association, 2013). Interestingly, *Mef2c* cKO mice spent a significantly greater fraction of time in a repetitive jumping behavior (~3-fold increase, Figure 6A), which was visually observed in both novel and home cage settings. In addition, we detected a significant increase in repetitive fine motor movements (Figure 6B), which is often interpreted as a motor stereotypy behavior (Avale et al., 2004). In contrast, no differences by genotype were observed in time spent self-grooming or digging (Figure 6—figure supplement 1A,B). *Mef2c* cKO displayed normal motor coordination as measured in the accelerating rotarod test (Figure 6C), but significant motor hyperactivity was detected in a novel environment (Figure 6D).

**Figure 6.**
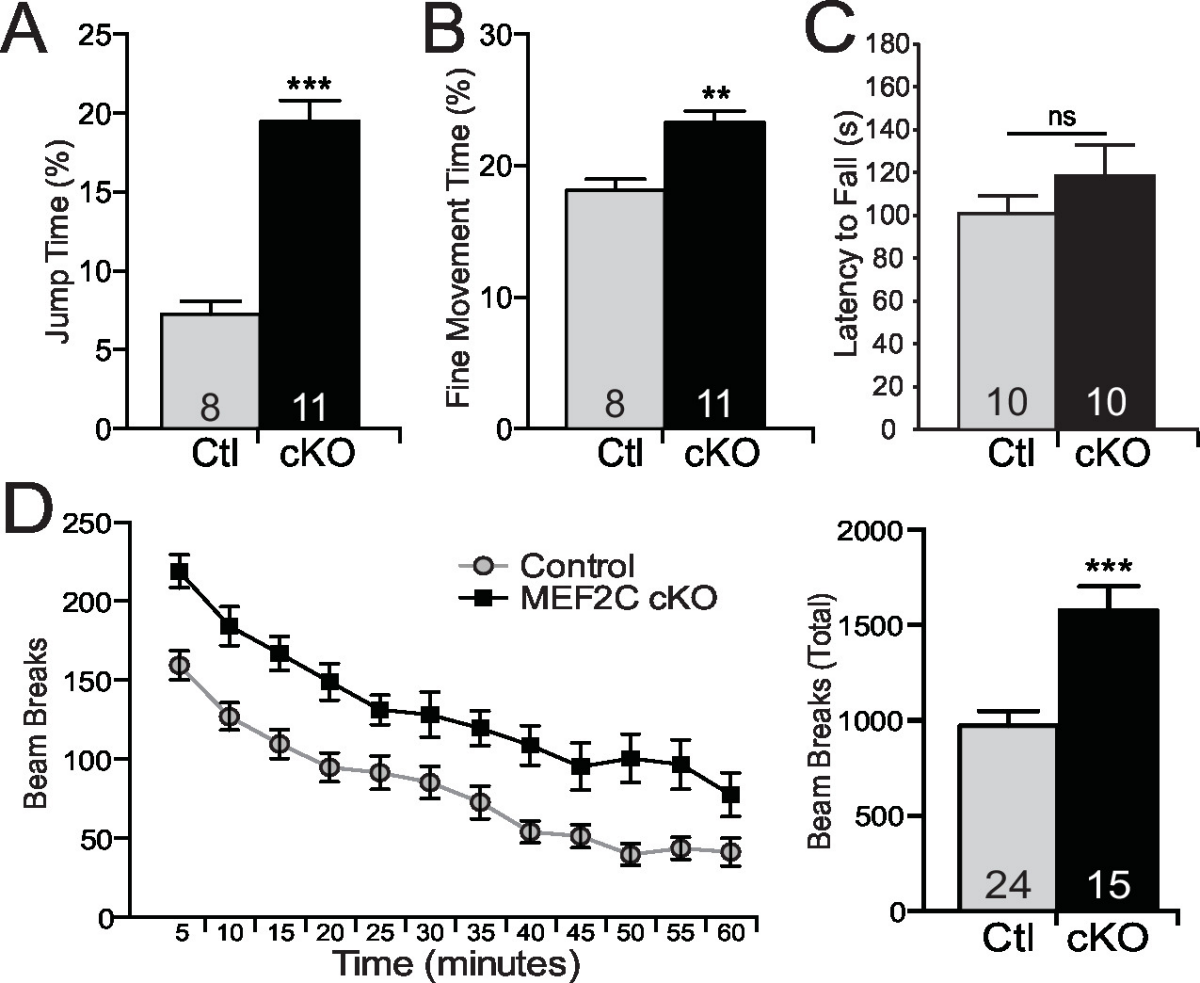
Repetitive behaviors and hyperactivity in *Mef2c* cKO mice. (**A**) *Mef2c* cKO mice spend more time jumping than control animals in an operant chamber over a 1-hr interval. (**B**) *Mef2c* cKO mice have more fine motor movements in an operant chamber, reflective of stereotypic activity. (**C**) Latency to fall off an accelerating rotarod is not different in the *Mef2c* cKO mice. (**D**) *Mef2c* cKO mice are hyperactive compared to control littermates. Activity was monitored for 1 hr, and data is plotted by beam breaks/5 min (left) and cumulative beam breaks (right). Data are represented as mean ± SEM. Statistical significance was determined by unpaired t-test (**A–D**) or 2-way ANOVA (**D**). **p<0.005, ***p<0.0005, ns=not significant. Numbers of animals (n) are reported in each bar for respective experiment. **DOI:** http://dx.doi.org/10.7554/eLife.20059.013

**Figure 6—figure supplement 1.**
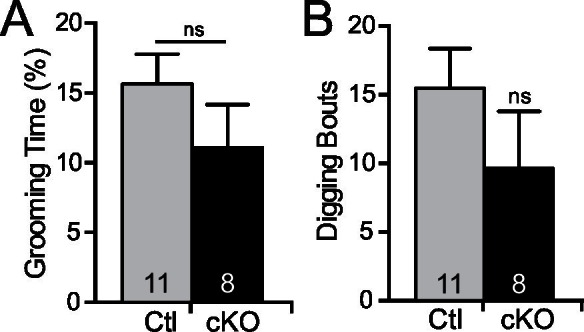
*Mef2c* cKO mice do not exhibit repetitive grooming or digging. (**A**) No difference in time spent grooming is observed in *Mef2c* cKO mice compared to controls. (**B**) No difference in the number of digging bouts was observed between control and *Mef2c* cKO mice. Data are represented as mean ± SEM. Statistical significance was determined by unpaired t-test. ns=not significant. Numbers of animals (n) are reported in each bar for respective experiment. **DOI:** http://dx.doi.org/10.7554/eLife.20059.014

Intellectual disability is also a common associated symptom of autism (American Psychiatric Association, 2013), and cognitive deficits comprise one of the three major symptom domains in SCZ. *Mef2c* cKO and control littermates showed similar startle responses to a broad range of foot shock intensities and acoustic white-noise volumes (Figure 7A,B), suggesting that nociception and auditory sensory sensitivity are not significantly altered in the mutant mice. However, the *Mef2c* cKO mice showed profound deficits in threat-related learning and memory in the classic fear-conditioning assay (Figure 7C–E). Unlike the WT controls, the *Mef2c* cKO mice failed to develop robust freezing behaviors in the 1 min. periods following each tone-shock pairing (Figure 7C). Twenty-four hours later, *Mef2c* cKO mice showed significantly reduced freezing behaviors when re-exposed to the shock-paired context (Figure 7D) or after presentation of the tone cue (conditioned stimulus) in an altered context (Figure 7E). Together these findings suggest that embryonic loss of MEF2C in excitatory forebrain neurons causes significant deficits in fear learning and memory, multiple social behaviors, socially-motivated ultrasonic vocalizations, and reward-related behaviors. *Mef2c* cKO mice also show significant increases in repetitive motor behaviors and overall hyperactivity – all symptom domains with potential relevance to human neurodevelopmental disorders such as autism, ID and SCZ.

**Figure 7.**
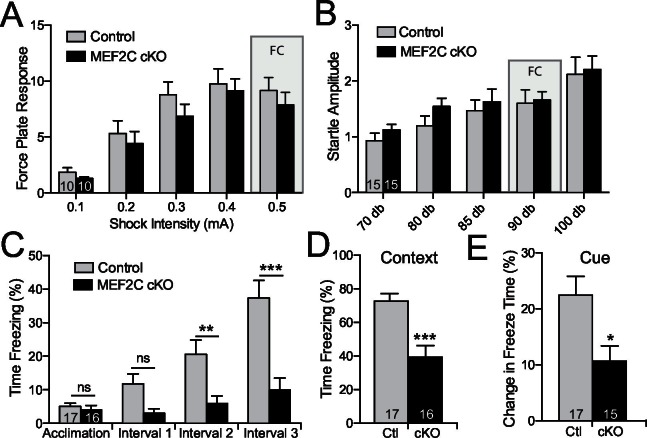
Cognitive deficits in *Mef2c* cKO mice. (**A–B**) Both control and *Mef2c* cKO mice showed similar force plate response to various intensities of shock (**A**) or acoustic startle (**B**). Grey bars highlight the intensities used in fear conditioning (FC). (**C**) During training for fear conditioning, *Mef2c* cKO mice fail to increase freezing during the 1-minute intervals after each tone/shock pairing. (**D**) Fear Conditioning. *Mef2c* cKO mice show deficits in contextual memory. (**E**) Fear Conditioning. In a novel context, *Mef2c* cKO mice show deficits in cue-dependent memory. Data are represented as mean ± SEM. Statistical significance was determined by 2-way ANOVA (**A–C**) or unpaired t-test (**D**,**E**). *p<0.05, **p<0.005, ***p<0.0005, ns=not significant. Numbers of animals (n) are reported in each bar for respective experiment. **DOI:** http://dx.doi.org/10.7554/eLife.20059.015

## Discussion

We conditionally deleted *Mef2c* in Emx1-lineage populations, including cortical excitatory neurons, during early embryogenesis, and observed a large reduction in cortical network activity (UP states), a small decrease in layer 2/3 pyramidal neuron excitatory synaptic transmission and a large increase in inhibitory synaptic transmission in primary sensory cortex. Consistent with these ex vivo acute slice recordings, cultured *Mef2c* cKO cortical neurons displayed a significant decrease in dendritic spine density and an increase in GABAergic synapse density. Our functional rescue findings suggest that MEF2C in cortical pyramidal neurons regulates E/I synapse densities in early development by acting in the postsynaptic neuron as a cell-autonomous, transcriptional repressor on key target genes. Loss of MEF2C alters the gene expression, directly or indirectly, of numerous autism- and synapse-linked genes and RNAs known to associate with FMRP, the leading genetic cause of ID and autism. These findings position MEF2C as a critical transcriptional regulator functioning at the nexus of numerous synapse- and neurodevelopmental disorder-linked genes. Finally, the *Mef2c* cKO mice display multiple behavioral phenotypes that are reminiscent of core autism symptoms in humans, including abnormal social behaviors, reduced USVs in multiple ages and contexts, and an increased frequency of some repetitive motor behaviors. We also observed learning and memory deficits and motor hyperactivity, which are common associated symptoms of ASDs and observed in patients with *MEF2C* mutations. Taken together, our findings suggest that the loss of MEF2C’s repressor function in cortical excitatory neurons produces an E/I synapse imbalance and that this synaptic phenotype might contribute to the numerous, neurodevelopmental disorder-related behavioral phenotypes observed in the *Mef2c* cKO mice.

Previous studies have demonstrated an important role for MEF2A and MEF2D in the process of activity-dependent excitatory synapse elimination in hippocampal neurons (Flavell et al., 2006; Pfeiffer et al., 2010; Tsai et al., 2012). However, similar to a previous report (Li et al., 2008), we found that loss of MEF2C produced a *decrease* in cortical excitatory synaptic transmission, suggesting that MEF2C is a positive regulator of excitatory synapses in cortical neurons. However, overexpression of MEF2C-VP16, a strong, constitutive transcriptional activator form of MEF2C, in wild-type cortical neurons also decreased dendritic spine density and increased inhibitory synapse density (Figure 3F,H) – essentially phenocopying the *Mef2c* cKO neurons. In contrast, overexpression of MEF2C-EN, a dominant repressor form of MEF2C, in WT neurons had no effect on dendritic spines or GABAergic synapse densities; whereas, expression of MEF2C-EN in *Mef2c* cKO cortical pyramidal neurons normalized excitatory and inhibitory synapse densities to WT levels (Figure 3G,I). Together, these findings suggest that endogenous MEF2C functions as a cell-autonomous, transcriptional repressor at one or more key target genes involved in excitatory synapse elimination and GABAergic synapse formation/stability. These observations are consistent with previous reports demonstrating that MEF2A can also function as a transcriptional repressor to promote cerebellar excitatory synapse maturation (Shalizi et al., 2006), highlighting a critical role for diverse mechanisms of transcriptional regulation by MEF2 family members to regulate synapse development in the brain. It’s interesting to note that membrane depolarization of *Mef2c* cKO cortical neurons stimulated MEF2 reporter gene activity levels that are comparable to responses in WT littermates, suggesting that the activity-dependent induction of MEF2-sensitive target genes can be fully compensated for by endogenous MEF2A and MEF2D. In the future, it will be important to study the overlapping and potentially distinct functions of the various MEF2 family members, and their activity-dependent regulation, in cortical neuron function and development.

Loss of MEF2C in forebrain excitatory neurons produces an *increase* in structural and functional excitatory synapses formed onto hippocampal dentate granule neurons (DG) (Barbosa et al., 2008; Adachi et al., 2016), suggesting that MEF2C might have cell-type specific functions and/or that the increase in DG excitatory synaptic transmission is an indirect, homeostatic effect of decreased cortical stimulation of DG neurons. In the future, cell autonomous manipulations of the DG neurons will be important to resolve this question. Also, postnatal *Mef2c* deletion in forebrain excitatory neurons did not produce social or repetitive behavioral phenotypes, despite the increase in DG dendritic spine density (Adachi et al., 2016), suggesting a dissociation of hippocampal DG spine density and postnatal MEF2C deletion from several ASD-related behaviors. As such, the role(s) for MEF2C in embryonic and/or early postnatal cortical development might be more critical for producing the behavioral phenotypes observed in our *Mef2c* cKO mice. Finally, while we observe significant synaptic and gene expression differences in the SSC of the *Mef2c* cKO mice, Emx1-Cre expression is also detected in other brain regions and cell types, including the olfactory bulb and some glia, and as such, it is not possible to attribute the behavioral phenotypes observed in the *Mef2c* cKO mice to the synaptic changes in the SSC, and future studies that further dissect the Emx1-lineage populations will be necessary to link specific *Mef2c* cKO behavioral phenotypes with a specific brain region(s).

Imbalances in excitatory and inhibitory synaptic transmission are proposed to underlie many neuropsychiatric disorders, including ASDs (Rubenstein, 2010; Cellot and Cherubini, 2014) and SCZ (Coyle et al., 2016). Genetic analyses of patients affected by these disorders revealed mutations in many synapse-related genes (Garber, 2007; McCarthy et al., 2014). In mice, *increased* excitatory synaptic function has been reported in several mouse ASD models, including mutant mice lacking *Fmr1, Pten*, and *Tsc1/2* genes (Gibson et al., 2008; Williams et al., 2015; Bateup et al., 2013). In contrast, only a few prior studies have examined the role of altered inhibitory synapse function in ASD-related behaviors. For example, mice containing a human disease mutation in the *Nlgn3* gene (*Nlgn3 R451C*) displayed an increase in inhibitory synaptic transmission and several autism-associated behaviors (Tabuchi et al., 2007), suggesting that altered E/I balance in either direction can produce behavioral phenotypes with potential relevance to neurodevelopmental disorders.

Little is currently known about the mechanisms that control GABAergic synapse density (Petrini and Barberis, 2014). Interestingly, GABAergic synapse formation during development precedes glutamatergic synapse formation (Ben-Ari et al., 2007), and it can strongly affect the subsequent development of glutamatergic synapses and neuronal morphology (Wang and Kriegstein, 2008). Our finding here show that MEF2C in postsynaptic cortical neurons function to cell-autonomously modulate the density of GABAergic synapses formed on the dendrites of cortical pyramidal neurons. In contrast, loss of MEF2C on cortical interneurons did not alter GABAergic synapse density (Figure 3E), suggesting a specific role in cortical pyramidal neurons. Future studies will focus on exploring the precise regulation, molecular mechanisms and developmental period(s) when MEF2C regulates inhibitory and/or excitatory synapse density.

Comparison of differentially expressed genes (DEGs) in the SSC of *Mef2c* cKO mice by RNA-Seq revealed ~1000 significantly altered genes. 

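The share of increased genes was 64.3% (9 of 14) among the genes past the cut-offs in the deposited RPKM values and 42.9% (804 of 1874) among those in the recovered CPM. With a cut-off of 1 on the absolute log2 fold change, 173 of 462 genes of the recovered counts were increased, and with the replicate block 649 of 1519. The paper describes the share of increased genes as compatible with the idea that MEF2C represses some of them, directly or indirectly.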

Nearly half of the dysregulated genes in the *Mef2c* cKO cortex showed an increased expression level compared to controls, consistent with the idea that MEF2C can function as a transcriptional repressor, directly or indirectly, on a subset of these DEGs. Among all the dysregulated genes, we observed significant overlap of *Mef2c* cKO DEGs and autism-linked genes (78), synaptome genes (191), and FMRP-target RNAs (110), many of which are associated with multiple disease and neuronal function groups (Figures 4B and Figure 4—figure supplement 1C), including *Nlgn1* (ASD, Synaptome), *Nrxn1/3* (ASD, Synaptome, FMRP-bound RNAs), *Grm4* (ASD, FMRP-bound RNAs), and *Shank2/3* (ASD, Synaptome, FMRP-bound RNAs). 

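Over the readable part of Table S1, the genes past the cut-offs in the recovered CPM included 61 marked as ASD genes and 72 as FMRP targets, against 41.5 and 65.5 expected, and synapse genes at 0.86 times the expected number. The deposited RPKM values gave 1 ASD gene, 0 FMRP targets and 0 synapse genes. Among the genes named, *Nlgn1*, *Nrxn3* and *Grm4* passed the cut-offs in the recovered counts (limma adjusted p = 3.4e-04, 0.002 and 0.001). *Shank2* and *Shank3*, on chromosome 7 of mm9 from 151187833 to 151610399 and on chromosome 15 from 89330054 to 89390692, had 178.9 ± 8.7 and 274.6 ± 6.3 CPM in controls and 147.5 ± 12.8 and 238.0 ± 15.2 in *Mef2c* cKO mice (SD, n = 3), changes of less than 0.3 on the log2 scale. Restricting the overlap with FMRP targets to decreased genes moved its ratio of observed to expected from 1.10 to 1.39. The paper reports a significant overlap with all 3 of these gene sets.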

Additionally, we found reduced *Cdkl5* expression in the *MEF2C* cKO DEGs, consistent with the reduced expression of *CDKL5* mRNA reported in human patients with *MEF2C* mutations (Zweier et al., 2010).

Recent human genetic studies have revealed that deletion of, or non-synonymous mutations in, the *MEF2C* gene is associated with a severe neurodevelopmental disorder with features of autism and ID (Paciorkowski et al., 2013; Mikhail et al., 2011; Novara et al., 2010; Le Meur et al., 2010; Cardoso et al., 2009; Engels et al., 2009). These *MEF2C* haploinsufficient patients present with a number of symptoms, including motor abnormalities (*e.g.* dyskinesias, stereotypies and hyperactivity), impairments in reciprocity, severe deficits in verbal communication, and severe intellectual disability (Paciorkowski et al., 2013). In humans, *MEF2C* haploinsufficiency appears to be sufficient, at least in reported individuals, to produce this complex and severe neurodevelopmental disorder. Generally consistent with previous reports (Li et al., 2008; Barbosa et al., 2008), our preliminary studies indicate that loss of one gene copy of *Mef2c (Mef2c^fl/+^;Emx1^Cre^/^+^*) in the Emx1-cell lineage produces mice with behaviors indistinguishable from their Cre-negative WT controls (A.J.H. and C.W.C., unpublished observations). It is possible that in humans there are other factors that influence disease penetrance and severity, including unique or sensitized functions for MEF2C through human evolution, human-specific genetic modifiers and/or environmental influences that increase symptom penetrance or additional cell populations where reduction in MEF2C is required. Nevertheless, our findings here indicate that MEF2C plays an essential role in early cortical synaptic development, and that reduction in MEF2C function in forebrain excitatory neurons can produce behaviors potentially relevant to multiple intellectual and developmental disorders.

Schizophrenia is a debilitating mental illness with neurodevelopmental origins that affects nearly 1% of the world’s population, and there is significant overlap in risk genes for ASDs and SCZ. In contrast to ASDs, human postmortem brain analysis of SCZ brains revealed a thinning of the cortex and a decrease in dendritic spine density, observations supporting the leading hypothesis that hypofunction of excitatory synaptic transmission underlies the pathophysiology of SCZ (Coyle et al., 2016). Recently, 108 genomic loci were identified by SNP meta-analysis as conferring significant risk for SCZ, and *MEF2C* was identified as a candidate risk gene (Schizophrenia Working Group of the Psychiatric Genomics Consortium, 2014). In the *Mef2c* cKO mice, we observed a thinning of the cortex (Figure 1C), a decrease in dendritic spine density of *Mef2c* cKO cortical neurons (Figure 3B), and behavioral phenotypes that are reminiscent of cognitive and negative symptoms of SCZ (*e.g*. learning and memory deficits, lack of pleasure and motivation, reduced sociability and poverty of speech). While the potential relevance of *Mef2c* cKO phenotypes to the pathophysiology and symptoms of ASDs, ID and/or SCZ is not yet clear, our findings reveal an essential role for MEF2C in cortical neuron development and typical animal behaviors.

In summary, we show here that *Mef2c* is required for proper synapse development on excitatory forebrain neurons, and its embryonic loss in these populations produces mice with behavior phenotypes reminiscent of multiple neurodevelopmental disorders, including ASDs and ID. The behavior changes are associated with a reduction in cortical network activity and alterations in E/I synapse densities and function. We also show that MEF2C likely regulates E/I synapse density by functioning as a cell-autonomous, transcriptional repressor, and that *Mef2c* loss-of-function in Emx1-lineage populations produces, directly or indirectly, a dramatic dysregulation of hundreds of neuronal genes, positioning it at the nexus of numerous critical neurodevelopment genes reported to influence neuronal and synaptic development and risk for neurodevelopmental disorders.

## Materials and methods

### Animals

Mice (*mus musculus*) were group housed (2–5 mice/cage; unless specified) with same-sex littermates on a 12 hr light-dark cycle with access to food and water ad libitum. *MEF2C^fl/fl^* mice were previously described (Arnold et al., 2007), as were *Emx1^Cre/+^* knock-in mice (Iwasato et al., 2008). Test mice were bred and maintained on a mixed SVeV-129/C57BL/6J background. Experimental mice (*Mef2c^fl/fl^; Emx1^Cre/+^*) were compared to Cre-negative littermates (*Mef2c^fl/fl^*). Experimenters were blinded to the mouse genotype during data acquisition and analysis. Every experiment was independently replicated at least twice, and total numbers of animals/cells are reported in the respective figures. All procedures were conducted in accordance with the Institutional Animal Care and Use Committee (IACUC) and National Institute of Health guidelines.

### Data acquisition

All experiments were independently replicated at least twice (typically 3–4 times). The numbers of animals/neurons/dendritic stretches are reported in each figure, and these numbers were estimated based on previous reports. Outliers were determined using GraphPad’s Outlier calculator and excluded from data analysis.

### Immunohistochemistry

Mice were terminally anesthetized with sodium pentobarbital (Sigma) and perfused transcardially with PBS followed by 4% (w/v) paraformaldehyde (PFA). Brains were post-fixed overnight at 4°C in 4% PFA then cryoprotected in 30% sucrose. Brains were coronally sectioned at 30 µm using a sliding microtome and stored in PBS with 0.02% sodium azide. Sections were blocked in 3% albumin from bovine serum (BSA) and 3% normal donkey serum in PBS with TritonX-100 (0.3%) and Tween20 (0.2%) for 2 hr at room temperature (RT). Sections were immunostained overnight at 4°C anti-NeuN (A60, 1:200; Millipore; RRID:AB_177621) or anti-Mef2c (1:250; Abcam ab197070; RRID:AB_2629454) antibody followed by AlexaFluor-555 or AlexaFluor-488 conjugated secondary antibodies and dehydration. Cover slips were mounted using DPX mountant (Sigma). For Nissl staining, slices were mounted on Superfrost Plus microscope slides (Fisher), dried, and dehydrated. Slices were stained for 6 min in 37°C cresyl violet (0.1%; Fisher), differentiated for 2 min, dehydrated (100% ethanol), and cleared (xylenes). Cover slips were mounted using DPX mountant (Sigma). Cortical thickness was assessed using ImageJ software (NIH).

### Immunoblotting of in vivo samples

Adult (8–12 week old) male mice were euthanized by CO_2_ asphyxiation followed by decapitation. Tissue from different brain regions was rapidly dissected and frozen on dry ice. Tissues were sonicated on ice in a SDS lysis buffer: 1% (w/v) SDS, 300 mM sucrose, 10 mM NaF (Sigma), 50 mM HEPES (Sigma), and 1X Complete Protease Inhibitor cocktail (Roche). Samples were boiled for 10 min, then centrifuges at 16,000 x g for 10 min. Total protein concentration was determined by the DC protein assay kit (BioRad), and 20 µg of total protein was resolved using 10% SDS-PAGE. Proteins were transferred to Immobilon-FL PVDF (Millipore), blocked in Odyssey blocking buffer (Li-Cor) for 2 hr, and incubated overnight with either anti-Mef2c (AbCam ab197070; 1:2500; RRID:AB_2629454) or anti-Neuronal class III β-tubulin (Tuj1, Covance; 1:10,000; RRID:AB_2313773) antibodies. Blots were developed with enhanced chemiluminiscence western blotting detection reagent (Amersham ECL-Prime; GE Healthcare) or Odyssey CLx Western blot system (LiCor Biosciences).

### Dissociated cortical cultures

Primary cortical neurons were cultured from individual P0 mouse pups as previously described (Beaudoin et al., 2012), with modifications. Briefly, the neocortex was isolated from P0 individual pups (after removing hippocampus and midbrain), dissociated with 0.25% trypsin for 20 min, and plated on PDL (Sigma)- and laminin (Invitrogen)-coated 12 mm glass coverslips (Bellco) in a 24-well plate at 150,000 cells/well in Neurobasal media (NB) (Invitrogen) supplemented with 10% fetal bovine serum (FBS) (Invitrogen), 1% penicillin/streptomycin (P/S) (Sigma), and 1% L-glutamine (Q) (Sigma) and incubated at 37°C/5% CO_2_ in a humidified incubator. Three to four hours after plating, the media was changed to NB supplemented with 2% B27 (Sigma), 1% P/S, and 1% Q. Every 3–4 days, half of the media was removed and replaced with fresh NB+B27+P/S+Q media.

### Transfection of primary cortical cultures

Dissociated cortical neurons were transfected at 5 days in culture (DIV) using calcium phosphate as previously described (Flavell et al., 2006). For synaptic staining experiments, neurons were transfected with myristolated-GFP and incubated till DIV 17–18.

### Luciferase assays in primary neurons

Dissociated cortical neurons were transfected at 5 DIV using calcium phosphate as previously described (Flavell et al., 2006). Cultures were stimulated for 5 hr using 60 mM KCl 42–48 hrs post-transfection and harvested for dual luciferase activity (Promega). For the luciferase assay, MEF2-response element (MRE)-firefly luciferase activity was divided by TK-renilla luciferase activity to control for transfection efficiency in each independent well.

To test effects of MEF2C-EN and MEF2C-VP16 on MEF2-dependent transcription, P0 cortical cultures were co-transfected using calcium phosphate method at DIV4 with a myristolated GFP, 3XMRE-mCherry, and either MEF2C-EN, MEF2C-VP16, or an empty vector control. After 72 hr, cultures were fixed with 4% PFA/Sucrose and imaged for mCherry expression. To quantify normalized MEF2 activity in each transfected neuron, 3XMRE-mCherry fluorescence intensity was divided by GFP signal intensity.

### Quantification of imaging and analysis

Image acquisition and quantification were performed in a blinded manner. Sixteen-bit images of neurons were acquired on a Leica SP8 confocal microscope using a 63x objective. Within each experiment, images were acquired with identical settings for laser power, detector gain, and amplifier offset. Images were acquired as a z-stack (5–20 optical sections and 0.5 µm step size). Maximum intensity projections were created from each stack.

For GAD65/GABA_A_R γ2 experiments, synapse density was quantified as the overlap of GFP, α-GAD65 (Millipore MAB351, 1:1000; RRID:AB_11214081) and α-GABA_A_R γ2 (Millipore AB5559, 1:100; RRID:AB_177523) staining using a custom ImageJ macro (see Source code 1, 2 and 3). For each neuron, the threshold for GFP, GAD65 and GABARγ2 was determined from the sum of the average pixel intensity and standard deviation for each independent neuron. This thresholding method was then consistently applied across all images within the experiment. A binary mask including all pixels above the threshold was created for all channels for each image and the 'Analyze particles' function was used to determine regions of triple co-localization at least one pixel in size. To calculate synapse density, this number was divided by the area of the neuron as measured using the GFP mask minus the cell body (for dendritic synapse density) or using the GFP mask of only the cell body (for soma synapse density). Approximately 5–20 images from 2–3 separate coverslips were acquired and analyzed for each condition within an experiment for a total of at least two experiments. Synapse density values within each experiment were normalized to account for the variation in antibody staining and neuronal density from experiment to experiment. Within an experiment, the average synapse density value was obtained for the control and for experimental conditions. The normalized value of each experiment is the average experimental value divided by the average control value. For experiments involving quantification of inhibitory synapse density onto interneurons specifically, the observation of GAD65 expression in the cell body was used to identify and distinguish these interneurons from other excitatory cell types. Statistical significance was determined by t-test by using GraphPad Prism (RRID:SCR_002798). Error bars denote standard error.

### Dendritic spine analysis

Spine density was quantified as the number of spines divided by the length of a 15–20 µm stretch of dendrite. Spines from at least one secondary and one tertiary dendrite per image were manually counted using the 'Cell Counter' function in ImageJ software (NIH; RRID:SCR_003070). Statistical significance was determined by unpaired t-test by using GraphPad Prism (RRID:SCR_002798). Error bars denote standard error.

### Dendritic complexity

Images were acquired in a similar manner as described previously, except images were taken using a 20x objective. Maximum Intensity projections were generated from each stack and morphology was assessed using the 'Concentric Circles' plugin for ImageJ (NIH). The parameters for concentric circles plugin were set to generate 11 concentric circles at a line width of 1.0. X and Y values were set at the center of the soma of the transfected neuron and the inner radius and outer radii were calculated to produce a distance of 10 µm between circles. Dendritic morphology was then determined by manually counting the number of dendrite intersections per circle. The number of dendrite intersections per circle for each neuron within either the control group or experimental group were averaged together to generate an average number of intersections per radius for either control or experimental condition. Statistical difference was determined by using a two-way ANOVA with repeated measures in GraphPad Prism (RRID:SCR_002798). Error bars denote standard error.

### Brain slice preparation and electrophysiology

Acute neocortical slices of somatosensory, or 'barrel' cortex, were prepared from male or female MEF2C*^fl/fl^ *or MEF2C*^fl/fl^; Cre^Emx1^* littermates from age P20-25 (3 week) and bred on a mixed SVeV-129/C57BL/6J background. Mice were anesthetized with an I.P. injection of Ketamine (125 mg/kg)/Xylazine (25 mg/kg) and the brain removed. Coronal slices, 250–300 μm thick, were prepared in partially frozen dissection buffer consisting of (in mM): 110 choline chloride, 2.5 KCl, 1.25 Na_2_H_2_PO_4_, 25 NaHCO_3_, 25 D-glucose, 3.1 Na pyruvate, 11.6 Na ascorbate, 1 kynurenate, 7 MgCl_2_, and 0.5 CaCl_2_, aerated with 95% O_2_ and 5% CO_2_ prior to and during the slicing procedure. Slices for some experiments were prepared in 4°C dissection buffer consisting of (in mM): 75 sucrose, 87 NaCl, 3 KCl, 1.25 NaH_2_PO_4_, 7 MgSO_4_, 26 NaHCO_3_, 20 dextrose, and 0.5 CaCl_2,_ aerated with 95% O_2_ and 5% CO_2_. All solutions were pH 7.4. Genotypic differences using these different dissection solutions were the same so the results were pooled. For experiments in animals aged ≥P21, the mice were transcardially perfused with dissection buffer containing 1 mM kynurenic acid. Slices were then transferred to a 300 mOsM artificial cerebrospinal fluid (ACSF) solution containing in mM: 125 NaCl, 2.5 KCl, 1.25 Na_2_H_2_PO_4_, 25 NaHCO_3_, 10 D-glucose, 1 kynurenic acid, 2 MgCl_2_, and 2 CaCl_2_, to recover at 35°C for 25 min, and then transferred to room temperature (~21°C) for 30 min prior to recording. Whole-cell recordings were performed in layer 2/3 neurons (resting V_m_ < −50mV, input resistance > 80 MΩ) centered above a barrel hollow, and cells were targeted with IR-DIC optics in an Olympus FV300 microscope. Recordings were performed at room temperature. Data were collected with a 10 kHz sampling rate and a 3 KHz Bessel filter.

#### Miniature excitatory postsynaptic currents (mEPSCs)

Miniature excitatory postsynaptic currents were recorded in voltage clamp (at −70mV) in ACSF containing (in mM): 126 NaCl, 3 KCl, 1.25 NaH_2_PO_4_, 2 MgSO_4_, 26 NaHCO_3_, 25 dextrose, and 2 CaCl_2_ with 1 µM tetrodotoxin (TTX), and 100 µM picrotoxin, to block mIPSCs. ACSF was aerated with 95% O_2_ and 5% CO_2_ and recycled. The internal solution contained in mM: 120 K-Gluconate, 5 NaCl, 10 HEPES, 1.1 EGTA, 4 MgATP, 0.4 Na_2_GTP, 15 phosphocreatine, 2 MgCl_2_, and 0.1 CaCl_2_, pH 7.25 and 290 mOsm. The junction potential was ~10 mV and was not corrected.

#### Miniature inhibitory postsynaptic currents (mIPSCs)

Miniature inhibitory postsynaptic currents were recorded in voltage clamp (at −70 mV) using a high-chloride internal solution containing in mM: 79 K-gluconate, 44 KCl, 6 NaCl, 10 HEPES, 0.2 EGTA, 4 MgATP, 0.4 Na_2_GTP, 15 phosphocreatine, 2 MgCl_2_, and 0.1 CaCl_2_, which results in inward mIPSCs. To pharmacologically isolate mIPSCs, the extracellular ACSF contained 1 µM TTX, 5 µM CPP (NMDA-receptor antagonist), and 20 µM DNQX (AMPA-receptor antagonist).

#### mPSC analysis

Miniature EPSCs and mIPSCs were analyzed using Mini Analysis (Synaptosoft) with the following parameters: amplitude threshold = 7 pA, area threshold = 10 pA. Events were automatically detected by the software, and non-events were then manually deleted upon visual inspection.

#### UP state recordings

Persistent activity states or 'UP' states were measured in acute neocortical slices obtained from P18-24 mice as previously described (Hays et al., 2011). Briefly thalamocortical slices (400 µm) were perfused in ACSF containing (in mM) 126 NaCl, 3 KCl, 1.25 NaH_2_PO_4_, 26 NaHCO3, 2 MgCl_2_, 2 CaCl_2_, and 25 D-glucose for 1 hr at 32°C in an interface recording chamber, and then perfused for 45 min with the same ACSF supplemented with 5 mM KCl, 1 mM MgCl_2_ and 1 mM CaCl_2_, which mimics endogenous ionic concentrations. Spontaneously-generated UP-states were extracellularly recorded from layer 4 (L4) of the primary somatosensory cortex for 10 min using 0.5 MΩ tungsten microelectrodes, amplified 10,000-fold, sampled at 2.5 kHz, and filtered between 300 Hz and 5 kHz. All measurements were analyzed using custom Labview software. The beginning of an UP-state was defined as events in which the amplitude remained above threshold for at least 100 ms. The end of the UP-state was determined after the event amplitude decreased below threshold for >600 ms. Two events within 600 msec were defined as a single UP-state. All of the 20 slices prepared from MEF2C^fl/fl^ mice displayed UP states, whereas only 9 of 18 slices from MEF2C^fl/fl^; Cre^Emx1^ mice displayed UP states during a 10 min recording session, perhaps reflecting the reduced excitability of the MEF2C^fl/fl^; Cre^Emx1^ circuits. Therefore, UP state duration and amplitude was only measured in the 9 slices that expressed UP states.

### Statistical analysis for electrophysiology

All data were analyzed using unpaired t-tests or 2-way ANOVA, as indicated, using GraphPad Prism (RRID:SCR_002798). *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

### RNA Isolation and Reverse transcription PCR

Tissue from the somatosensory cortex of adult male mice were rapidly dissected and frozen at −80°C. Samples were thawed in TRIzol (Invitrogen), homogenized, and processed according to manufacturer’s protocol. Total RNA was reverse-transcribed using Superscript III (Invitrogen) with random hexamers.

### RNA-Seq

Total RNA was isolated from somatosensory cortex as described above. Sequencing was performed by the Harvard Biopolymer Facility using PolyA mRNA isolation, directional RNA-seq library preparation, and the Illummina HiSeq2500 sequencer. Reads were aligned to mm9 using TopHat (Trapnell et al., 2009) (RRID:SCR_013035) and Bowtie (Langmead et al., 2009) (RRID:SCR_005476). Gene counts were calculated by HTSeq package (Anders et al., 2015) (RRID:SCR_005514) using the relative UCSC mm9 gtf file. Counts were normalized by RPKM (Mortazavi et al., 2008). 

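Applied to the deposited values, and read as an RPKM above 0.5 in every mouse of at least one genotype, this filter kept 7974 of the 21667 named genes. In single samples, 8769 to 9630 genes had an RPKM above 0.5. With the mean RPKM of a genotype in place of every mouse, 12148 genes remained. In the alphabetical range of Table S1 that could be read, 5057 of 14726 genes in the files passed the filter on the deposited values, and these included all 4910 genes of the files that the table lists there.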

We applied a treatment specific RPKM filtering considering genes with RPKM values more than 0.5 either in treatments or control. DESeq (Anders and Huber, 2010) (RRID:SCR_000154) was used to detect the differentially expressed genes (|logFC| > 0.3, FDR < 0.05). The RNA-Seq data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus (RRID:SCR_005012) and are accessible through GEO Series accession number GSE87202 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE87202).

#### Gene ontology

Gene ontology enrichment was performed using all of the expressed genes as background. We used DAVID (RRID:SCR_003033) with high stringency parameters (Huang et al., 2009), and we additionally confirmed the same GO categories with WebGestalt (RRID:SCR_006786) with similar approach (Zhang et al., 2005). DAVID adjusted p-values were used for further evaluation.

### RNA-Seq statistics

We assumed that the samples were normally distributed. *P*-values for overlaps were calculated with hypergeometric test using a custom made R script. We retained an independent background for population size (Allen brain expressed genes). P-values were subsequently adjusted for multiple comparisons using Benjamini-Hochberg FDR procedure. Two-way permutation test of 1000 was adapted to validate the overlaps. First we randomize the external gene sets (e.g ASD, ID, SynDB, FMRP) randomly selecting same number of genes from independent brain expressed genes list (MGI and/or Allen brain database) and subsequently calculating the overlap p-values. The second approach randomized the internal gene sets (e.g. DEGs gene set) randomly selecting same number of genes from RNA-seq expressed genes and subsequently calculating the overlap p-values. 

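The 6 samples can be split into 3 and 3 in 10 ways, the genotypes being 1 of them. In the deposited RPKM values the split by genotype gave 14 genes past the cut-offs, and the other 9 splits gave between 0 and 45. As many genes as with the genotypes were found in 5 of the 10 splits, the real one included. In the recovered CPM the split by genotype gave 1874 genes and each of the other 9 splits gave 0. The 3 samples with the lowest totals were control replicate 1 and *Mef2c* cKO replicates 1 and 2, and the lengths in their deposited values ran in step, with 132 or 133 different pairs of lengths between any 2 of them. Taken as batches, these 3 samples and the other 3 each hold only 1 mouse of one genotype, too few to repeat the comparison within a batch. The split by sample total gave 45 genes in the deposited values and 0 in the recovered counts. That fit has no term for the genotype, whose differences add to the spread, so the 0 does not exclude a difference between batches. With the replicate block, the recovered counts gave 1519 genes for the genotypes.

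**Figure D4:**
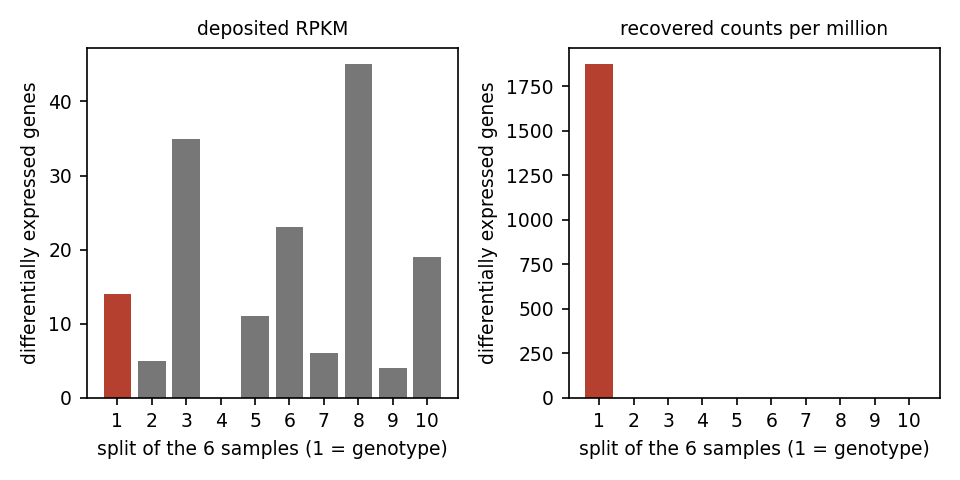
Number of genes past the cut-offs, on the y axis, for each of the 10 splits of the 6 samples, on the x axis, in the deposited RPKM (left) and the recovered CPM (right). The red bar is the split by genotype, with 14 and 1874 genes, and grey bars are the other splits, up to 45 genes on the left and 0 on the right.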

Moreover we adapted a permutation test to evaluate the detected DEG, randomizing 1000 times the RNA-seq data and recalculating the DEG. Analysis for RNA-seq were performed using custom made R scripts implementing functions and adapting statistical designs comprised in the libraries used.

### Mouse behavior testing

For all behavior tests, test mice were acclimated in a holding room outside the test room for 1 hr prior to testing. Behaviors in *Mef2c* cKO mice were compared to Cre-negative littermates tested on the same day. All behavioral tests were conducted using young adult male mice (8–12 weeks), except juvenile communication (USV) recordings. All behavior tests were conducted during the light-phase.

### Behavior data analysis

All data are presented as mean ± SEM. All comparisons were between littermates using appropriate two-sided statistical tests (specified in figure legends). We assumed that the samples were normally distributed. Outliers were determined using GraphPad’s outlier calculator and excluded from analysis. *P*-values were calculated with unpaired *t*-test (two-tailed) or two-way ANOVA followed with Sidak’s multiple comparisons post-hoc test using GraphPad Prism (RRID:SCR_002798), with specific test described in figure legends.

#### Social interaction

For social vs novel object SI testing (Figure 5—figure supplement 1K), mice were acclimated for 5 min in an open field arena (44 cm^2^) with 2 clear plexiglass holding chambers on either side of the arena. After acclimation, test mice were removed from arena, and a novel, conspecific mouse and a novel object (medium black paper binder) were placed in either holding chamber. Test mice were returned to arena and recorded for 5 min using Ethovision XT software (Noldus; RRID:SCR_000441). Interaction time is defined as time spent in an 8 cm interaction zone around the holding chambers. For novel mouse SI (Figure 5E), the same paradigm and arena was used, except the novel object was not introduced. Preference index (Figure 5E) reflects (time interacting with social target – time interacting with empty holding cage) / (total time interacting with social target and empty cage).

#### Social smell

Test mice were acclimated for 5 min in an open field arena with dry cotton-tipped applicators on opposite sides of the arena. Test mice were removed, and cotton-tipped applicators were dipped in either water or dirty bedding from a novel, conspecific mouse cage (social scent) and returned to the arena. Test mice were then returned to the arena and recorded for 5 min using Ethovision XT (Noldus; RRID:SCR_000441). Interaction time is defined as time spent in a 6 cm interaction zone around each cotton-tipped applicator.

#### Nest building

Nest building was performed as previously described (Deacon, 2006). Briefly, test mice are singly housed, and a new nestlet is introduced to the cage 1 hr before the active phase (dark phase). The next morning, the remaining compacted cotton from the nestlet is weighed, and the nests are scored on a rating scale of 1–5 (Deacon, 2006), with experimenter blinded to genotype. A well-structured nest is scored 5 and failure to disturb the nestlet is scored 1.

#### Tube test for social dominance

Mice were introduced into each end of a white PVC pipe (2.5 cm diameter; 30.5 cm length) and simultaneously released. The trial ended when one mouse completely backed out of the tube (during a 2 min trial). Matches were considered a draw if neither animal retreated after 2 min and were excluded from analysis. Mice were matched according to body weight and paired from different cages. Five consecutive trials were conducted with each pair.

#### Ultrasonic vocalization recordings

Social ultrasonic vocalizations (USVs) were recorded from adult mice as previously described (Ey et al., 2013). Briefly, ovariectomized female mice (C57BL/6; Jackson Labs) were injected with 15-µg estradiol 48 hr prior to testing and 1-mg progesterone 4 hr before testing to induce estrous. Test mice (8–12 week old male mice) were acclimated to a clean home-cage in a sound attenuated chamber for 5 min. After acclimation, an estrous female is introduced into the holding chamber with the male test mouse, and USVs were recorded for 5 min using Avisoft UltraSoundGate equipment (UltraSoundGate 116Hb with Condenser Microphone CM16; Avisoft Bioacoustics, Germany). USVs were analyzed using Avisoft SASLab Pro (Avisoft Bioacoustics) using a 20 kHz cutoff. USVs were categorized as previously described (Ey et al., 2013) by a trained experimenter blinded to genotypes to prevent bias. *Distress USVs* were recorded from juvenile mice (pups) as previously described (Ey et al., 2013; Scattoni et al., 2008). Briefly, individual pups of both sexes were identified with long-lasting subcutaneous tattoos (green tattoo paste; Ketchum) on the paws on post-natal day 3 (P3). Pups of both sexes were recorded in a random order in a small, sound-attenuated chamber following separation from dam and littermates. USVs were recorded for 3 min on post-natal days 4, 6, and 10. USVs were analyzed and characterized as previously described for the adult USVs using Avisoft SASLab Pro (Avisoft Bioacoustics, German).

#### Sucrose preference

Test mice were singly housed and provided 2 identical ball-bearing sipper-style bottles to drink from. Mice were acclimated to the 2 bottles for 4 days, where both bottles contained water on days 1 and 3 or sucrose (or quinine) solution on days 2 and 4. On days 5–8, mice were presented with 2 bottles, one with water and one with sucrose (1% (w/v) or 4% (w/v)) or quinine (0.04% (w/v)). Daily, the consumption of water and sucrose/quinine was measured, and the bottle position was altered to avoid potential side bias (Renthal et al., 2007). Data is presented as (solution consumption – water consumption) / total consumption = Preference Index.

#### Repetitive behaviors

Test mice were introduced into an activity test chamber within a photobeam activity system (MedAssociates), where 2 rows of photobeams measure the mouse’s horizontal and vertical activity. Activity was monitored for 1 hr using MedAssociates Activity Monitor (V.5) (RRID:SCR_014296), and data is presented as time spent jumping and time spent in fine motor movements (stereotypy), as defined by non-ambulatory motor movements (thoroughly described in Activity Monitor V.5 handbook). To assess grooming and digging, mice were placed in a clean home cage with bedding, and activity was recorded for 30 min using video cameras. Time spent grooming and digging were recorded by an experimenter that was blinded to the genotypes.

#### Locomotor activity

Test mice were placed in a clean home cage with minimal bedding inside the Photobeam Activity System (San Diego Instruments), where 5 photobeams measure the mouse’s locomotor activity in 5-minute bins. Activity was monitored over the course of an hour, and data is presented as number of beam breaks/5 min during the hour of recording and total number of beam breaks.

#### Rotarod test

Mice are placed on the roller in a Rotarod apparatus (Stoelting; Ugo Basile Apparatus) for a 5-minute training session with a rotation of 4 rpm, and replaced if test mouse falls during training session. After the training session, test mice are returned to the roller, where the speed steadily increases from 5–40 rpm, and the latency for the mouse to fall off the roller is recorded. Each animal receives two testing sessions.

#### Fear conditioning test

Fear conditioning was performed as previously described (Wehner and Radcliffe, 2004). Briefly, test mice are placed in a fear conditioning chamber (MedAssociates) and allowed to explore the arena for 2 min, after which a loud auditory stimulus (30 s; 90 dB) that co-terminates with a 2 s mild footshock (0.5 mA) is presented to the animal. This is repeated twice more, with a 1 min interval separating the tones/shocks. After 24 hr, animals are returned to the chamber, and its behavior in the context, in a new context, and with the audible tone played in a new context is recorded by a videotracking system (Video Freeze V2.6; MedAssociates) (RRID:SCR_014574). Data are presented as percent of time the mouse is immobile.

#### Shock response

Shock sensitivity was measured using MedAssociates Inc Startle Reflex System and Advanced Startle software program. Mice were placed in Plexiglas and wire grid animal holders (ENV-246C) attached to a load cell platform (PHM-250) contained within a sound-attenuated chamber. Footshocks (0.1 – 0.5 mA) were delivered by Stand Alone Stimulators/Scramblers (ENV-414) connected to the wire grid floors of the animal holder. Displacements of the load cell stabilimeter were converted into arbitrary units by an analog-to-digital converter (ANL-925C Amplifier) interfaced to a personal computer.

### Behavior data analysis

All data are presented as mean ± SEM. All comparisons were between littermates using appropriate two-sided statistical tests (specified in Figure legends). We assumed that the samples were normally distributed. Outliers were determined using GraphPad’s outlier calculator and excluded from analysis. *P*-values were calculated with unpaired *t*-test (two-tailed) or two-way ANOVA followed with Sidak’s multiple comparisons post-hoc test using GraphPad Prism, with specific test described in Figure legends.

# Supplementary material for: MEF2C regulates cortical inhibitory and excitatory synapses and behaviors relevant to neurodevelopmental disorders
**Source:** eLife. 2016 Oct 25;5:e20059. doi: 10.7554/eLife.20059
**Supplement:** Supplementary file 1. — DOI: http://dx.doi.org/10.7554/eLife.20059.019

Table S1. Gene expression in SSC of *MEF2C cKO* mice.

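Table S1 lists genes that passed the RPKM filter. In the alphabetical range that could be read, 147 genes past the filter on the deposited values are not listed under the same name. Of the 5084 genes read, 4910 have the same name in the deposited values. Among the 11439 genes of this range with an annotation and a count in every mouse, 3 were past the filter and not listed. Each listed gene has a log2 fold change between *Mef2c* cKO and control cortex, with its p-value and adjusted p-value from the authors' DESeq analysis. The table also marks whether the gene belongs to the synapse, ID, ASD, FMRP and schizophrenia gene sets. In the part that could be read, 730 of 5084 genes were past the paper's cut-offs, 406 decreased and 324 increased. Of these, 712 were tested in the deposited RPKM values, where 468 had the same direction as in the table and 4 passed the cut-offs. In the recovered CPM 707 were tested, 706 had the same direction and 667 passed the cut-offs. Over all genes compared, which are not independent replicates, Pearson's r between the log2 fold changes here and in the table was 0.216 for the deposited values (4910 genes) and 0.957 for the recovered counts (4872 genes). The table's values were in view while the recovery of the counts was being worked out, so the closeness of the 2 sets of fold changes is not an independent check.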

[truncated: 225,779 more chars]

How the deposited data were processed for this re-analysis (not part of the article)

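RNA from the somatosensory cortex of 3 control and 3 *Mef2c* cKO mice was sequenced by the authors. The paper describes polyA selection, a directional library and alignment to mm9 with TopHat and Bowtie, followed by counting on genes with HTSeq and the UCSC mm9 annotation. The authors then converted the counts to RPKM, and the deposited values are these RPKM values, with one table per mouse. No raw counts are in the files analysed here. Samples were assigned to genotypes and replicate numbers from the sample labels, which also give ages of 14, 12 and 12 weeks for replicates 1, 2 and 3 of both genotypes. The choice of samples, the main test, its alternatives, the marker lists and the gene families were written before the files were seen.

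In the main fit, log2(RPKM + 0.1) was compared between genotypes with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with a variance trend. Genes entered when their RPKM was above 0.5 in every mouse of at least one genotype, and passed when the Benjamini-Hochberg adjusted p-value was under 0.05 and the absolute log2 fold change above 0.3, the cut-offs of the paper. Tables and tests were handled with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9. Fold changes on a log2 scale with a pseudocount understate the change of genes with low values.

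Looking for the value of 1 read in the low RPKM values showed that the deposited values are whole multiples of 1 read over lengths that unrelated genes share and that differ between mice. Whole-number counts and the sample total were recovered from these steps in each table, by finding the total at which the shared steps all belong to whole-number lengths and then assigning to each gene the length that gives a whole count. Values that fitted no length were treated as missing. Where several lengths fitted, the shortest was taken if it was far shorter than the others. Some of the rest were settled by the length of the same gene in another sample, and those still open were missing. Single counts can therefore be wrong. *Ap1s2*, for example, had 1162, 25 and 1476 recovered reads in control replicates 1, 2 and 3. The totals ranged from 19326365 to 54128334 reads per mouse, and genes with few reads carry the counting error of those reads. The recovered counts were divided by the sample total, and by no length, to give CPM, which were fitted as above with at least 2 counts in each genotype. The recovery and its settings were chosen after seeing the data, after fold changes of single genes and the values of Table S1 had been seen and before the number of genes past the cut-offs was known. The method went through several versions. Its last step, a check of the lengths in use, was added after some lengths stood out because their genes were off between samples, so that closeness to Table S1 is not an independent check. Before the alternatives were run, the number of genes was looked at for combinations of these pseudocounts and filters on the deposited values, of which only the main one gave any gene.

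Both steps were tested on simulated data. With 200 simulated genes changed among 11521 tested, the limma fit called 95% of the changed genes and 5 genes that were not changed, with a median error of 0.089 in the log2 fold change. From 4 simulated RPKM tables with cycled lengths, all 4 totals were found, at least 96.38% of the values above 0 were given a count and at least 99.51% of these counts were right. Over the 4 tables, 2 lengths were missed and 1 was found that had not been used. The tables imitated replicates 1 and 2 of each genotype. Control replicate 3, with 232 lengths and the lowest share of recovered counts (93.96%), and *Mef2c* cKO replicate 3, with 295 lengths, were not imitated. The longest length in the data, 2390141 bases, was above any simulated one. The accuracy may therefore be lower in the data. Of 184 changed genes 100% had the right direction, with a median error of 0.117.

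Overlaps with the synapse, ASD, FMRP and ID gene sets used a one-sided hypergeometric test over the tested genes in the part of Table S1 that could be read. Marker lists of 8 cell classes and 21 gene families defined by symbol were tested with a one-sided Fisher's exact test. Single values were compared by an exact permutation test, which cannot go below p = 0.100 with 3 mice against 3. The genes named are 15 of the genes that the paper names for this experiment, the others not being analysed here, and, by a rule fixed before the files were seen, the 5 largest decreases and 5 largest increases among genes past the cut-offs whose mean is at least 1 in the genotype with the higher mean and whose genotypes do not overlap. The same rule was later applied to the recovered counts. Coordinates are those of the gencode annotation of the same mouse build, NCBIM37 (mm9), which is not the annotation file the authors used.

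The alternatives were pseudocounts of 0.5 and 1, a filter on the mean, a minimum of 1 in every mouse, no filter, median-ratio scaling, quantile normalization, no variance trend, sample quality weights, the replicate number as a block, age as a factor, other cut-offs, other gene backgrounds, and each mouse left out in turn. Rows without a gene name (92 of 21759) were left out. The qPCR, immunostaining, recordings and behaviour of the paper have no values in the files analysed here.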

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

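*Mef2c* itself was flagged because the paper's text does not discuss its RNA level in the RNA-Seq, and the recovered counts differ between genotypes. *Mef2c*, on chromosome 13 of mm9 from 83643033 to 83806684, had 790.8 ± 16.4 CPM (SD, n = 3) in controls and 1325.3 ± 125.8 (SD, n = 3) in *Mef2c* cKO mice. The log2 fold change was 0.74 (standard error 0.07, limma adjusted p = 2.7e-04), with all 3 *Mef2c* cKO mice above all controls and a range of 0.66 to 0.79 when 1 mouse was left out. In the deposited RPKM values the log2 fold change was 0.02 (standard error 1.71, limma adjusted p = 0.999). Table S1 lists *Mef2c* with the paper's log2 fold change of 0.738 and the paper's adjusted p-value of 3.7e-12.

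If scaling to the sample total were the source, the change would shrink with median-ratio scaling, but it stayed at 0.74. If reads were moved from a paralog, that paralog would fall by as many CPM as *Mef2c* rose (534.50). *Mef2a* and *Mef2d* had only 88.3 and 138.5 CPM in controls, so a fall of that size could not have been seen in them. No paralog fell by any amount, with changes of 10.35 for *Mef2a*, 38.58 for *Mef2d* and 0.84 for *Mef2b*, the lowest. The first of these predictions was written before the result was seen and the second after it. Whether a change of cell types could raise *Mef2c* was not tested by a prediction. Its rise of 0.74 was larger than that of any cell class list, with 0.13 for the neuron list and -0.21 for the pyramidal neuron list. The highest was 0.50, for the oligodendrocyte list. These values argue against a changed share of a listed class as the source. Subtypes without a list were not examined. One hypothesis is that RNA without the floxed part of the gene may still be made, and made at a higher level, in the cells in which Cre acted. Reads per exon are not in the files analysed here, so this was not tested.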

How the results depend on the processing

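For the deposited RPKM values, the overlaps with synapse genes, FMRP targets and ID genes, the neuron and pyramidal neuron lists and the gene families were 0 and stayed at 0 under every alternative of these values that gave a value. These zeros rest on few genes past the cut-offs, 14 in all and 8 in the readable part of Table S1. The recovered counts and all of their alternatives were chosen after seeing the data. Their overlaps with synapse genes (0.86) and ID genes (0.55) kept their direction and their side of the threshold throughout. So did the enrichment of pyramidal neuron markers (4.66). The number of genes named by the paper past the cut-offs was 12. It was 10 to 13 with 1 mouse left out, and 9 with only genes that had a count in every mouse.

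In the deposited values, the 14 genes past the cut-offs (5 decreased, 9 increased) became 0, 0 and 0 with a pseudocount of 0.5, with a pseudocount of 1, with a filter on the mean RPKM, with a minimum RPKM of 1 in every mouse, without a filter and without the variance trend. The number of genes named by the paper past the cut-offs went from 1 to 0 in the same settings. The 10 of these genes that are named had a mean RPKM of 0.02 to 0.09 in the genotype with the lower mean, where a larger pseudocount compresses the difference, which could explain the loss with pseudocounts of 0.5 and 1. Sample quality weights gave 24 genes, with 13 decreased, and age as a factor gave 9 decreased genes. Median-ratio scaling and quantile normalization each still gave 14 genes, 2 of them decreased. An adjusted p-value cut-off of 0.01 left 4 genes, with 1 decreased and 3 increased. Across the 6 fits that each left out 1 mouse the number was 2 to 52, with 0 to 34 decreased and 0 to 46 increased, and 0 to 1 gene named by the paper.

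With the replicate block, the deposited values gave 5 genes, 1 decreased and 4 increased. The recovered counts gave 1519 genes with the block against 1874 without it, 870 decreased and 649 increased, and the block reversed the neuron list to a ratio of 0.96. Where every mouse has a value the design is balanced and the block cannot move a fold change. With missing counts it can, as for *Arhgap36*, from 3.40 to 2.76. The pairing did not show in the values (mean r of deviations with the same number -0.007 in the deposited values and -0.104 in the recovered counts).

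Taking the recovered counts in place of the deposited values, a setting chosen after seeing the data, gave 1874 genes (1070 decreased, 804 increased), 12 of the genes named by the paper and 10 gene families in place of 0. The ASD overlap went from a ratio of 2.14 to 1.47 and passed the threshold (exact hypergeometric test, p = 8.3e-04). The ratio for FMRP targets went from 0 to 1.10, for the neuron list from 0 to 1.55 and for the pyramidal neuron list from 0 to 4.66. Single genes that reversed were *Mef2d* (0.35), *Pcdh17* (1.05), *Gabra5* (1.24), *Tbc1d8b* (0.13), *A330050F15Rik* (0.02), *Slc22a30* (0.00) and *Gstcd* (-0.18).

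For the ASD overlap in the deposited values, decreased genes alone gave 0, and leaving out 1 mouse gave 0 to 2.85 over 5 fits, 3 of them reversed. *Gabra5* reversed to 0.05 with a pseudocount of 1. Log2 fold changes that reversed when 1 mouse was left out ranged from -0.84 to 0.82 for *Mef2c*, from -2.61 to 0.18 for *Grm4*, from -1.83 to 0.58 for *Pcdh19*, from -1.35 to 0.13 for *Shank2*, from -0.02 to 1.34 for *Pcdh10*, from -1.99 to 0.02 for *Pcdh17*, from -1.43 to 1.24 for *Gabra5* and from -0.64 to 1.86 for *Nos1*.

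Within the recovered counts, an adjusted p-value cut-off of 0.01 left 1163 genes (679 decreased, 484 increased) and a cut-off of 1 on the absolute log2 fold change left 462 (289 decreased, 173 increased). With decreased genes alone the ASD ratio was 1.34 and no longer past the threshold (exact hypergeometric test, p = 0.057), while the FMRP ratio was 1.39 and past it (p = 0.010). With increased genes alone the ASD ratio was 1.62 and past the threshold (exact hypergeometric test, p = 0.004), and the FMRP ratio reversed to 0.76. Without the variance trend the neuron list reversed to 0.87 and the gene families fell to 5. With 1 mouse left out, the ranges were 1482 to 1682 genes, 809 to 996 decreased and 577 to 757 increased, 1.26 to 1.62 for ASD genes, with p = 0.059 (exact hypergeometric test) and no longer past the threshold without control replicate 2, 0.90 to 2.42 for the neuron list and 6 to 9 families. The neuron list holds few genes past the cut-offs (4), so that 1 gene more or less could account for moves such as that to 0.87.

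Of 414 alternatives for single genes in the deposited values, 97 were weaker, 9 stronger and 21 reversed, and 287 kept direction and side. For single genes in the recovered counts, 7 of 399 were weaker, 3 stronger and 0 reversed. The settings of the deposited values with 0 genes gave no value for overlaps, marker lists or families, and neither did 1 of the fits without a mouse for the overlaps. Genes with missing counts gave no value where fewer than 2 counts were left in a genotype. The depth, from 19326365 to 54128334 reads, limits the genes with the lowest counts, such as *Krt12* with 4, 4 and 16 reads in the *Mef2c* cKO mice. In the deposited values the spread between mice, not the depth, limits the result.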

Differences from the paper's values

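In the deposited RPKM values 14 genes passed the cut-offs against the paper's 1076, with 5 decreased against the paper's 598 and 9 increased against the paper's 478. None of the alternatives set before the files arrived closed these gaps. The recovered CPM, chosen after seeing the values, gave 1874, 1070 and 804 genes and also differed from the paper's numbers. These counts are over 14556 genes, against 7974 past the RPKM filter on the deposited values, so the gene sets differ. Among genes of the readable part of Table S1, 704 passed against the paper's 730. A further 598 genes that passed lie in its alphabetical range and are not listed. Of the alternatives of the recovered counts, all chosen after seeing the values, those that fell within 1.5 times of the paper's 1076 were an adjusted p-value cut-off of 0.01 (1163), which does not follow the paper's cut-offs, the replicate block (1519), and the fits without control replicate 1 (1482), 2 (1487) or 3 (1525) or without *Mef2c* cKO replicate 1 (1531). For the paper's 598 decreased genes they were the cut-off of 0.01 (679), the replicate block (870), and the fits without control replicate 2 (809) or 3 (856) or *Mef2c* cKO replicate 1 (887) or 2 (894), again chosen after seeing the values. For the paper's 478 increased genes they were the cut-off of 0.01 (484), the replicate block (649), no variance trend (703), genes with a count in every mouse (687), and the fits without control replicate 1 (577), 2 (678) or 3 (669) or *Mef2c* cKO replicate 1 (644) or 3 (686), all chosen after seeing the values. The other alternatives did not close the gaps.

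Over the readable part of Table S1, the deposited values placed 8 genes past the cut-offs against the paper's 730, with 0 synapse genes against the paper's 120, 1 ASD gene against the paper's 58, 0 FMRP targets against the paper's 75 and 0 ID genes against the paper's 15. None of the alternatives set before the files arrived closed these gaps. The recovered counts, chosen after seeing the values, gave 704 genes in all, with 61 ASD genes, 72 FMRP targets and 14 ID genes, and closed the gap for synapse genes as well.

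For single genes, the log2 fold change in the deposited values was -1.088 for *Mef2d* against the paper's 0.347, and no alternative set before the files arrived closed the gap, while the recovered counts, chosen after seeing the values, gave 0.354. For *Ntng1* it was -3.406 against the paper's -1.471. A pseudocount of 1 (-2.669) and the fits without control replicate 1 (-3.245), control replicate 3 (-2.351) or *Mef2c* cKO replicate 3 (-3.189) came within the larger error, as did the recovered counts (-1.415), chosen after seeing the values, and the other alternatives did not. For *Nlgn1* it was -3.045 against the paper's -0.759. The fits without control replicate 1 (-2.276) or *Mef2c* cKO replicate 2 (-2.061) came within the larger error, as did the recovered counts (-0.749), chosen after seeing the values. The others did not.

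For *Pcdh17* the log2 fold change was -0.693 against the paper's 1.053. Only the fit without *Mef2c* cKO replicate 1 (0.022) and the recovered counts (1.050), chosen after seeing the values, came within the larger error. For *Gabra5* it was -0.330 against the paper's 1.231. The fits without control replicate 2 (0.375) or *Mef2c* cKO replicate 2 (1.235) came within the larger error. The recovered counts (1.237), chosen after seeing the values, did so too, and no other alternative did. The standard errors of *Nlgn1*, *Pcdh17* and *Gabra5* in the deposited values were 1.61 to 1.66, so a value within the error can lie far from the paper's. For *Htr1b* it was 4.374 against the paper's 2.576, closed by pseudocounts of 0.5 (2.763) and 1 (2.051) and by the recovered counts (2.537), chosen after seeing the values, but by no other alternative. In the recovered counts *Pcdh19* had -0.771 against the paper's -0.659. Pseudocounts of 0.5 (-0.761) and 1 (-0.748) and quantile normalization (-0.754) came nearer to the paper's value and within the error. So did the fit without control replicate 2 (-0.747). The replicate block and age as a factor (both -0.785) and the fits without control replicate 1 (-0.785) or 3 (-0.782) moved further away. They and no variance trend (-0.771) counted as within the error only because that error was larger. All these alternatives were chosen after seeing the values.

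The paper states that *Mef2d* was not significantly altered. In the recovered counts it passed the cut-offs (log2 fold change 0.35, limma adjusted p = 0.002), and Table S1 lists it with the paper's adjusted p-value of 0.001. The paper counts *Shank2* and *Shank3* among the differentially expressed genes. Their log2 fold changes in the recovered counts were -0.28 and -0.21, under the cut-off of 0.3 in size. Without *Mef2c* cKO replicate 1, *Shank2* passed both cut-offs (log2 fold change -0.35, limma adjusted p = 0.010). In the deposited values *Pcdh17* (-0.69) and *Gabra5* (-0.33) had the direction opposite to the paper's, and neither passed the cut-offs. The paper reports an overrepresentation of synapse-linked genes and of FMRP-associated RNAs. Over the readable part of Table S1, with tested genes as background, the ratios in the recovered counts were 0.86 and 1.10, and the paper's own fold changes in that table gave 0.86 and 1.09 over the listed genes. The paper's full table and its brain-expressed background are not in the files analysed here. The paper reports that the differentially expressed genes were enriched for neuron-expressed genes, and the short general neuron list gave 4 genes against 2.57 expected (adjusted p = 0.503).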

Other observations

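In the deposited RPKM values, mice of one genotype differed many-fold in single genes. Low depth would leave a spread well under 1 among the most expressed genes. Among the genes with the highest mean deposited RPKM in controls, the SD of the log2 ratio between 2 controls was 3.32 or more. That mean depends on the lengths divided by, so these need not be the genes with the most reads. A hypothesis is that the counts were divided by lengths that are not those of the gene. At least 99.77% of the values above 0 were whole multiples of 1 read over one of 65 to 295 lengths per mouse. With lengths under 100 kb, 86.31% to 92.47% of values above 0.1 were such multiples, against 0.12% or less after multiplying them by a random factor. A further hypothesis is that a short list of lengths was cycled down the rows. Only 10 pairs of lengths of control replicates 1 and 2 repeated, against 2917 if drawn independently, while control replicate 1 and *Mef2c* cKO replicate 1 shared 133 pairs in all, against 10317. Other samples had more repeats than independent draws would give. Control replicates 1 and 3 had 3946 against 3024, and control replicate 3 and *Mef2c* cKO replicate 3 had 5839 against 1537. A mislabelled mouse would correlate best with a mouse of the other genotype, and in the recovered counts 6 of 6 mice had their best partner in their own genotype. In the deposited values 4 of 6 did. There r was 0.299 to 0.347 within a genotype and 0.243 to 0.352 between genotypes, so that the best partner decides little. These predictions were all written after the results were seen. The lengths found are the ones that fit, so these tests are not independent of the recovery.

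The lengths themselves may be genomic spans of genes, introns included. Of 981 different lengths, 60.6% equalled the span of an annotated gene, against a mean of 48.7% and a highest value of 54.1% over 1000 draws in which each length was moved by 50 to 500 bases. Among lengths over 50 kb, 26.7% equalled a span against 6.0% of moved lengths, and under 10 kb 91.0% against 87.1%. This prediction was written after the result was seen, and many lengths match no span of the annotation used.

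In the deposited values, 5 of the 10 splits of the 6 mice gave as many genes past the cut-offs as the genotypes (14). The split by sample total, which sets control replicate 1 and *Mef2c* cKO replicates 1 and 2 against the others, gave 45. Each side of that split holds both genotypes, but only 1 mouse of one of them. No fit with both the genotype and this split was run. Whether the genes past the cut-offs in the deposited values come from a difference between batches was therefore not decided. In the recovered counts, 1 of the 10 splits, the genotypes themselves, gave 1874 genes, and each of the other 9, the split by sample total among them, gave 0. With only 10 splits the share is never under 0.1, so it alone cannot decide on a chance division of the mice. Every other split mixes the genotypes without a term for them, so genotype differences add to its spread. The 0 genes of these splits therefore decide little. Pearson's r in the recovered counts argues against a chance division, with 0.990 to 0.993 within a genotype and 0.977 to 0.979 between genotypes.

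Other technical explanations of the 1874 genes were tested. Gene length would give a correlation with the fold change, and Spearman's rho over the 13413 genes with an exon length (92.1%) was -0.10, and -0.03 over the genes past the cut-offs. Genes are not independent replicates. A few genes taking most of the counts would change the number with median-ratio scaling, which gave 1909. RNA from striatum, hippocampus or choroid plexus would move those lists by more than 1 on the log2 scale, and the largest difference was 0.17 for striatum, whose values varied from 3.77 to 5.43 between single mice. A change of cell types could not be excluded as part of the difference. Relative to the neuron list, the oligodendrocyte list moved by 0.37, the astrocyte list by 0.04 and the microglia and endothelial lists by -0.20 each. The prediction for a change of cell types was a move of all lists by more than 0.3 in one direction, and that for no change a move of 0.3 or less in each, and neither was met. The oligodendrocyte list itself was 0.50 higher in *Mef2c* cKO mice (exact permutation test, p = 0.200, n = 3 per genotype). The prediction therefore does not decide on a change in cell types, and a change in the share of oligodendrocytes stays open. For the 1874 genes as a set, the values argue against a change of the listed classes as the only source. Their median absolute log2 fold change was 0.61, and 462 exceeded 1 in size. Every class list other than the oligodendrocyte list differed by 0.21 or less in size between genotypes. The prediction on a few genes, like that on mislabelled mice, was written after the result was seen, and the others before it.

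Cre sits in the *Emx1* gene, on chromosome 6 from 85137432 to 85154456, so that variants of the strain of origin could be carried along. Within 10 Mb, 13 of 114 genes were past the cut-offs in the recovered counts, 7 of them decreased, against 1758 of 13299 elsewhere, a ratio of 0.86 (Fisher's exact test, p = 0.677). The prediction, a share more than 2 times that elsewhere, was written before the result was seen. *Emx1* itself had 20.27 and 18.84 CPM in control replicates 2 and 3, the count of control replicate 1 being missing, and 5.71, 4.97 and 5.10 in *Mef2c* cKO mice, a log2 fold change of -1.88 (standard error 0.12, limma adjusted p = 4.9e-05). Whether the insertion lowers *Emx1* RNA apart from the loss of *Mef2c* cannot be separated here, because every *Mef2c* cKO mouse carries both.

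Table S1 leaves out genes with many reads. Of 14726 genes of the files in its readable alphabetical range, 4910 are listed, and 945 genes left out had a mean above 5 recovered reads per kilobase of their own exons on the RPKM scale. A hypothesis is that the RPKM filter was applied to the values with the unrelated lengths. The filter on the deposited values sorted 99.97% of 11439 genes with an annotation as the table does, and the filter on recovered counts over their own exon length 75.58%, with 2790 genes past it that the table leaves out. This prediction was written before the result was seen. Of 4557 genes in the range that were tested in the recovered counts and are not listed, 598 were past the cut-offs. *Krt12*, *Adam33*, *Dkkl1*, *Drd5*, *Arhgap36* and *Mc4r*, named for their large changes, are among them. *Adam33* fell from 19.4 ± 1.5 to 0.7 ± 0.2 CPM (SD, n = 3).

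All 6 mice had 0.22 to 0.43 CPM of *Xist* and expressed the Y-linked genes *Ddx3y* (64.84 to 74.04), *Eif2s3y* (45.63 to 58.78), *Kdm5d* (16.26 to 31.30) and *Uty* (14.84 to 16.97), as in male mice. No explanation was tested.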
